# SREBP2 restricts osteoclast differentiation and activity by regulating IRF7 and limits inflammatory bone erosion

**DOI:** 10.1038/s41413-024-00354-4

**Published:** 2024-08-27

**Authors:** Haemin Kim, In Ah Choi, Akio Umemoto, Seyeon Bae, Kaichi Kaneko, Masataka Mizuno, Eugenia Giannopoulou, Tania Pannellini, Liang Deng, Kyung-Hyun Park-Min

**Keywords:** Bone, Physiology

## Abstract

Osteoclasts are multinucleated bone-resorbing cells, and their formation is tightly regulated to prevent excessive bone loss. However, the mechanisms by which osteoclast formation is restricted remain incompletely determined. Here, we found that sterol regulatory element binding protein 2 (SREBP2) functions as a negative regulator of osteoclast formation and inflammatory bone loss. Cholesterols and SREBP2, a key transcription factor for cholesterol biosynthesis, increased in the late phase of osteoclastogenesis. The ablation of SREBP2 in myeloid cells resulted in increased in vivo and in vitro osteoclastogenesis, leading to low bone mass. Moreover, deletion of SREBP2 accelerated inflammatory bone destruction in murine inflammatory osteolysis and arthritis models. SREBP2-mediated regulation of osteoclastogenesis is independent of its canonical function in cholesterol biosynthesis but is mediated, in part, by its downstream target, interferon regulatory factor 7 (IRF7). Taken together, our study highlights a previously undescribed role of the SREBP2-IRF7 regulatory circuit as a negative feedback loop in osteoclast differentiation and represents a novel mechanism to restrain pathological bone destruction.

## Introduction

Osteoclasts are myeloid-derived sole bone-resorbing cells that play essential roles in bone remodeling, and their dysregulation leads to pathological bone loss, such as osteoporosis and bone erosion in patients with rheumatoid arthritis (RA). Therefore, osteoclastic activities are tightly regulated in physiologic states by the balance between positive feedforward and negative feedback signals to prevent excessive bone loss and minimize bone damage.^1,2^ While positive regulatory signal mechanisms mediated by receptor activator of nuclear factor-κB ligand (RANKL) and inflammatory molecules, including tumor necrosis factor-α (TNFα), are extensively studied,^3^ relatively little is known about the mechanisms of the negative regulators in osteoclasts. Negative regulatory signals in osteoclastogenesis known so far include osteoprotegerin (OPG, TNFRSF11B), leucine-rich repeat-containing G-protein-coupled receptor 4, cytokines such as interferons (IFNs) and interleukin-10, and transcription factors such as B-cell lymphoma 6, interferon regulatory factor-8 (IRF8), MafB, inhibitors of differentiation/DNA binding-2, and Eos.^2,4–10^ Given the importance of interlinking positive and negative feedback mechanisms, a better understanding of the negative feedback mechanisms during osteoclastogenesis would provide insights into potential targets to limit excessive osteoclast activity in pathological states, such as inflammatory arthritis. However, studies on negative regulators focus mainly on the early phase of osteoclastogenesis.

Sterol regulatory element binding protein-2 (SREBP2) is a crucial transcription factor that controls the cholesterol biosynthesis pathway.^11^ and inflammasome activation.^12^ Our previous study also showed that SREBP2 can be activated by TNF, and SREBP2 and its target gene expressions are elevated in synovial macrophages from patients with RA, implicating the role of SREBP2 in the context of chronic TNF-driven inflammatory conditions.^13^ SREBP cleavage activating protein (SCAP) is a sterol-regulated protein that facilitates proteolytic cleavage-mediated activation of SREBPs.^14^ Previous studies have established that inhibiting the SREBPs/SCAP system suppressed osteoclast differentiation and activity, suggesting a positive role of SREBP2 in osteoclastogenesis.^15–17^ Fatostatin, which blocks the translocation of SREBPs to Golgi apparatus, inhibited RANKL-induced osteoclastogenesis and bone loss.^15,16^ Anhydroicaritin, a natural product to inhibit SREBPs, suppressed osteoclastogenesis.^17^ However, those inhibitors can affect all the isoforms of SREBPs (SREBP1a, SREBP1c, and SREBP2), and the effect of SREBP2 in vivo has not been directly characterized.

In this study, we identify that SREBP2 is a negative regulator in the late phase of osteoclastogenesis. Notably, myeloid-specific SREBP2 deficient mice exhibit reduced trabecular bone mass compared with control mice, and ablation of SREBP2 in myeloid cells resulted in increased in vivo and in vitro osteoclastogenesis. Moreover, SREBP2 deficiency exacerbates TNFα-induced osteolysis and accelerates inflammatory bone destruction in mice, supporting a protective role of SREBP2 in inflammatory bone destruction. Mechanistically, SREBP2 transcriptionally induced IRF7 and suppressed osteoclastogenesis via IRF7, highlighting that the SREBP2/IRF7 axis serves as a novel negative regulator at the late stage of osteoclastogenesis. Taken together, these findings identify a novel function and mechanism by which SREBP2 suppresses osteoclast-mediated bone loss and provides insights into a negative feedback mechanism for osteoclast-mediated bone loss, which is crucial to develop new therapeutic strategies to combat inflammatory bone destruction.

## Results

### Myeloid-specific deletion of SREBP2 causes decreased bone mass and increased osteoclastogenesis under physiological conditions

To examine the role of SREBP2 in osteoclastogenesis in vivo, we generated myeloid cell-specific SREPB2 deficient mice by crossing LysM-Cre mice with *Srebp2*^*fl/fl*^ mice (*Srebp2*^*fl/fl*^ *LysM-Cre*, referred to as *SREBP2*^*ΔM*^ mice), and compared their bone mass with age- and sex-matched littermate *SREBP2*^*+/+*^ *LysM-Cre* mice (control, referred to as *SREBP2*^*WT*^ mice). The body weight and femur length were also unaffected by SREBP2 deletion (Fig. S1a, b). Microcomputed tomography (µCT) analysis of the femurs of 12-week-old female and male mice revealed a significant decrease in trabecular bone mass of *SREBP2*^*ΔM*^ mice relative to control mice (Fig. 1a, b, Fig. S1c, d). In contrast, cortical parameters, including cortical bone volume/tissue volume and porosity, were comparable between the two groups (Fig. 1c, d, Fig. S1e, f). Bone histomorphometric analysis of the femur indicated that the trabecular osteoclast numbers (N. Oc/B.Pm), surface area (Oc. S/BS), and osteoclastic bone resorption activity (eroded surface, ES/BS) were significantly higher in *SREBP2*^*ΔM*^ mice than in control mice (Fig. 1e, f, Fig. S1g, h).

**Fig. 1:**
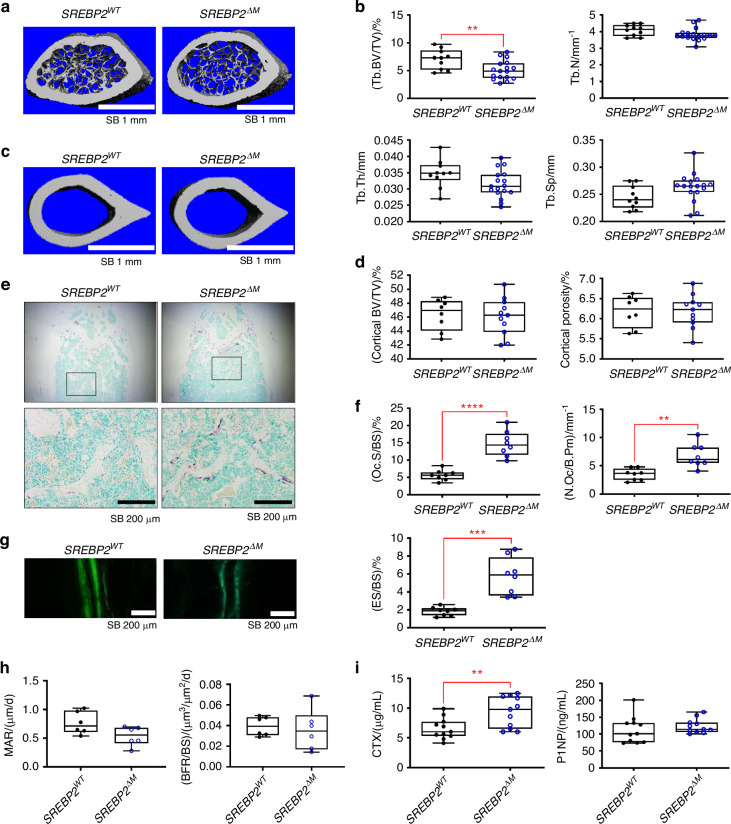
SREBP2 protects mice from bone loss. **a**–**d** Femurs from 12-week-old female *SREBP2*^*WT*^ and littermate control *SREBP2*^*∆M*^ mice were subjected to microCT scan analysis. Representative 3D images of trabecular bone (**a**) or cortical bone (**c**) of distal femurs were shown. Scale bars: 1 mm. **b** Trabecular bone parameters of femurs from *SREBP2*^*WT*^ (*n* = 10) and *SREBP2*^*∆M*^ (*n* = 17) mice. Bone volume/ tissue volume (Tb. BV/TV), trabecular space (Tb. Sp), trabecular thickness (Tb.Th), and trabecular numbers (Tb.N). **d** Cortical bone parameters of *SREBP2*^*WT*^ (*n* = 8) and *SREBP2*^*∆M*^ (*n* = 11) mice. Bone volume per tissue volume (BV/TV) and porosity. **e**, **f** Histological assessment of femurs from 12-week-old female *SREBP2* ^*WT*^ and *SREBP2*^*∆M*^ mice (*n* = 8 per group). **e** Representative images. Decalcified sections of distal femurs of *SREBP2* ^*WT*^ and *SREBP2*^*∆M*^ mice were shown after TRAP staining. Methyl Green staining was followed to indicate bone. Scale bars: 200 µm. **f** The osteoclast surface per bone surface (Oc. S/BS), the number of osteoclasts per bone perimeter (N. Oc/B.Pm), eroded surface per bone surface (ES/BS) were quantified. **g**, **h** Bone dynamic labeling analysis from 12-week-old female *SREBP2* ^*WT*^ and *SREBP2*^*∆M*^ mice. **g** Representative images of calcein labeling. Scale bars: 200 µm. **h** Mineral apposition rate (MAR) and bone formation rate per bone surface (BFR/BS) (*n* = 6 per group). **i** The measurement of C-telopeptide of collagen type 1 (CTX) and Procollagen type I N-terminal propeptide (P1NP) from 12-week-old female *SREBP2* ^*WT*^ and *SREBP2*^*∆M*^ mice (*n* = 10 per group). All data are shown as median and interquartile range. n.s., not significant; **P < 0.01, ***P < 0.001, ****P < 0.000 1 by two-tailed unpaired *t* test

There was no significant difference in the mineral apposition rate (MAR) and bone formation rate (BFR/BS) between *SREBP2*^*ΔM*^ mice and *SREBP2*^*WT*^ mice (Fig. 1g, h). However, MAR shows a trend towards a decrease in *SREBP2*^*ΔM*^ mice compared to control mice (Fig. 1h). Consistently, C-terminal telopeptide of type I collagen (CTX), a bone resorption marker, was significantly increased in *SREBP2*^*ΔM*^ mice compared to control mice while procollagen type I N-terminal propeptide (P1NP), a bone formation marker, showed no significant difference between *SREBP2*^*ΔM*^ mice and *SREBP2*^*WT*^ mice (Fig. 1i), suggesting that SREBP2 deficiency in myeloid cells may have a limited effect on bone formation. Thus, our results suggest that myeloid cell-specific deletion of SREBP2 decreases bone mass through enhanced osteoclastogenesis in vivo.

### SREBP2 inhibits RANKL-induced osteoclastogenesis

We next tested whether SREBP2 is involved in the regulation of RANKL-induced osteoclast differentiation by evaluating the effect of SREBP2 deletion in myeloid lineage cells on osteoclastogenesis. Bone marrow-derived macrophages (BMMs) were prepared from 12-week-old female *SREBP2*^*ΔM*^ mice and littermate control mice and cultured with M-CSF and RANKL for three days to differentiate into multinucleated osteoclasts. As expected, *Srebp2* expression was significantly reduced in SREBP2-deficient cells compared to control cells (Fig. 2a). This effect on SREBP2 deficiency was correlated with a significant reduction of nuclear (N)- SREBP2 in SREBP2-deficient cells relative to control cells (Fig. 2b). Consistent with our in vivo findings, RANKL-induced osteoclast differentiation was accelerated in SREBP2-deficient cells compared to control cells, as measured by the formation of TRAP^+^ multinucleated cells (Fig. 2c). The number of large osteoclasts (more than 20 nuclei) was significantly higher in SREBP2-deficientt cells compared to control cells (Fig. S2). When bone resorption by osteoclasts was assessed with calcium phosphate-coated plates, SREBP2 deficiency increased the area of resorption pits (Fig. 2d). Consistently, the expression of osteoclast-specific genes, including integrin beta 3 (*Itgb3*), and osteoclast-associated receptor (*Oscar*), was also elevated by SREBP2 deficiency (Fig. 2e). To corroborate our findings, we transduced control and SREBP2-deficient cells with adenoviral particles encoding N-SREBP2 or GFP. Overexpression of N-SREBP2 in control cells significantly suppressed RANKL-induced osteoclastogenesis. Moreover, reconstitution of SREBP2 in SREBP2-deficient cells suppressed enhanced osteoclastogenesis, indicating that SREBP2 deficiency is responsible for accelerated osteoclastogenesis in *SREBP2*^*ΔM*^ cells (Fig. 2f). To test whether human SREBP2 plays a similar function in RANKL-induced osteoclastogenesis in human cells, SREBP2 was knocked down in human CD14^+^ monocytes by small interfering RNAs (siRNAs), which enhanced RANKL-induced osteoclast differentiation and NFATc1 expression relative to control cells (Fig. 3a–c). Human CD14^+^ cells were transduced with adenoviral particles encoding N-SREBP2 or GFP. Decreased RANKL-induced osteoclastogenesis and NFATc1 were observed in N-SREBP2 overexpressed cells compared to control cells (Fig. 3d–f). Taken together, our results support that SREBP2 is a negative regulator of osteoclastogenesis in both mouse and human cells.

**Fig. 2:**
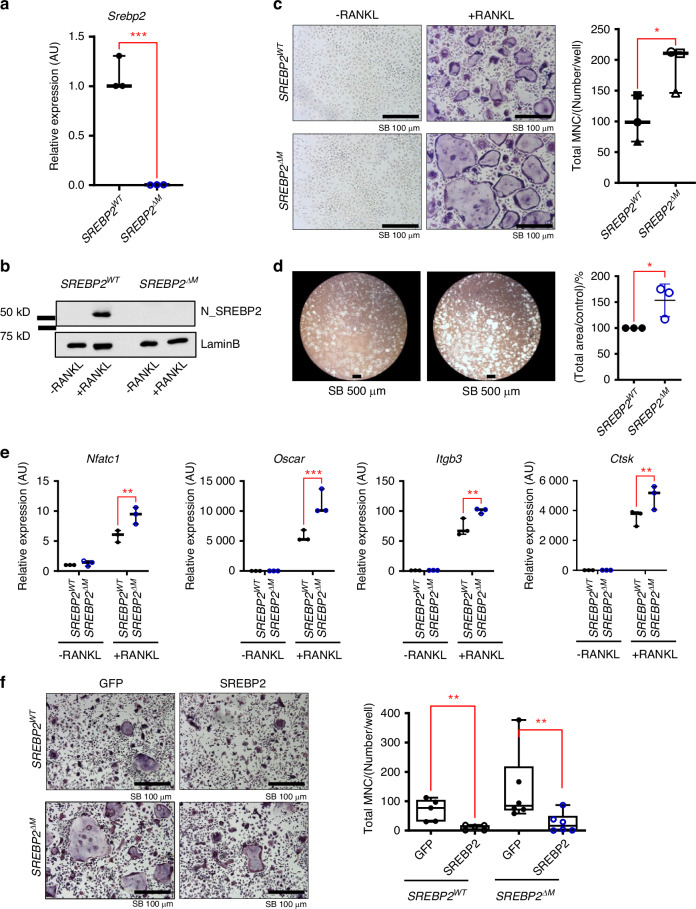
SREBP2 is a negative regulator of osteoclastogenesis. **a** *Srebp2* mRNA levels were assessed by qPCR from *SREBP2*^*WT*^ and *SREBP2*^*∆M*^ BMMs. **b–e** *SREBP2*^*WT*^ and *SREBP2*^*∆M*^ BMMs cultured with RANKL (50 ng/mL) for three days. **b** Immunoblots of nuclear lysates using SREBP2 and Lamin B antibodies. **c** Cells were TRAP-stained (left) and counted for 3 or more nuclei (right). Scale bars: 100 µm. **d** Bone resorption activity wase assessed by culturing *SREBP2*^*WT*^ and *SREBP2*^*∆M*^ BMMs with RANKL (50 ng/mL). Scale bars: 500 µm. **e** Osteoclast marker genes were assessed after RANKL (50 ng/mL) stimulation for 3 days. **f** *SREBP2*^*WT*^ and *SREBP2*^*∆M*^ BMMs transduced with adenoviruses harboring GFP control or FLAG_N_SREBP2 (SREBP2) were cultured with RANKL (50 ng/mL) (left). Scale bars: 100 µm. TRAP-positive cells with 3 or more nuclei were counted (right). All data are shown as median and interquartile range. n.s., not significant; *P < 0.05; **P < 0.01; ***P < 0.001 by paired *t* test (**a**, **c**, **d**) or two-way ANOVA with multiple comparisons (**e**, **f**). All data are from at least 3 independent experiments

**Fig. 3:**
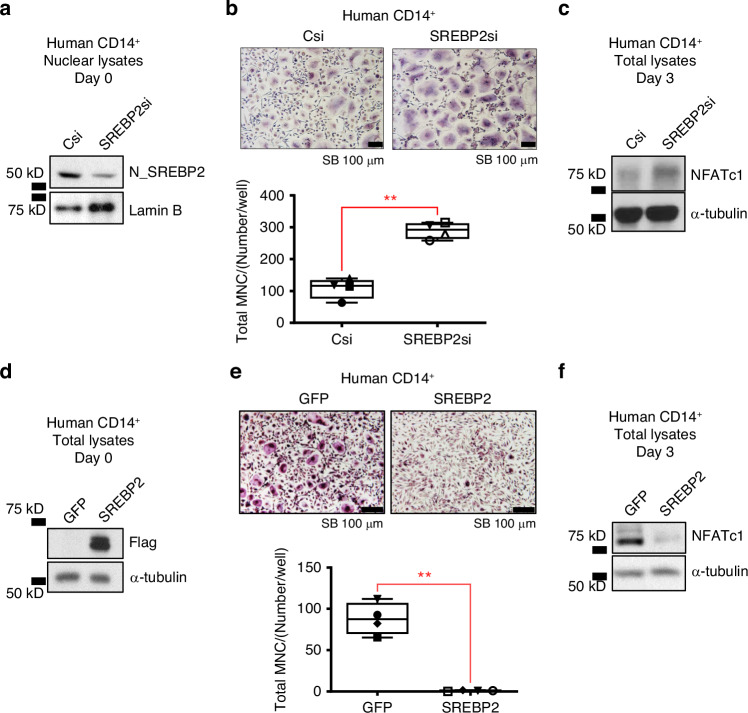
SREBP2 negatively regulates osteoclastogenesis in human CD14^+^ cells. **a**–**c** Human CD14^+^ monocytes were nucleofected with control siRNA (Csi) or SREBP2-targeted siRNA (SREBP2si). **a** Immunoblots of nuclear lysates using SREBP2 and Lamin B antibodies before RANKL stimulation. **b** Nucleofected cells cultured with RANKL (40 ng/mL) were TRAP-stained (upper) and counted for 3 or more nuclei (lower). Scale bars: 100 µm. **c** Immunoblots of total lysates at day 3 of RANKL (40 ng/mL) stimulation using NFATc1 and α-tubulin antibodies. **d**–**f** Human CD14^+^ monocytes were transduced with adenoviral particles encoding GFP control (GFP) or FLAG-N-SREBP2 (N-SREBP2). **d** Immunoblots of total lysates using Flag and α-tubulin antibodies before RANKL stimulation. **e** Transduced cells cultured with RANKL (40 ng/mL) were TRAP-stained and counted for 3 or more nuclei. Scale bars: 100 µm. **f** Immunoblots of total lysates at day 3 of RANKL (40 ng/mL) stimulation using NFATc1 and α-tubulin antibodies. All data are shown as median and interquartile range. **P < 0.01 by paired *t* test (**b**, **e**). All data are from at least 3 independent experiments

### SREBP2 regulates inflammatory bone destruction

Given that osteoclast-mediated bone erosion is a key clinical feature of RA,^18^ those findings led us to investigate the effect of SREBP2 in inflammatory bone destruction. Inflammatory cytokines, such as TNFα, promote osteoclastogenesis and play an important role in the pathogenesis of inflammatory osteolysis.^19^ mRNA and protein expression of SREBP2 increased in a time-dependent manner when cells were treated with TNF-α in combination with RANKL (Figs. S3a, b). To test the role of SREBP2 in inflammatory bone destruction, we first investigated whether SREBP2 is involved in the TNFα-mediated enhancement of osteoclastogenesis. BMMs from control and *SREBP2*^*ΔM*^ mice were cultured with an additional supplementation of TNFα. Intriguingly, SREBP2 deficiency significantly enhanced osteoclastogenesis by TNFα and RANKL co-treatment compared with control cells (Fig. 4a, b), suggesting that SREBP2 deficiency enhances osteoclast activity under inflammatory conditions. To further investigate the pathological importance of SREBP2 in regulating bone resorption in vivo, we investigated the role of SREBP2 in the TNFα-induced supracalvarial osteolysis model. TNFα administration over calvaria increased bone resorption pit area in *SREBP2*^*ΔM*^ mice compared to littermate control mice (Fig. 4c). µCT analysis revealed a significant decrease in calvaria bone volume/tissue volume and apparent density of *SREBP2*^*ΔM*^ mice compared to control mice (Fig. 4d). Moreover, the histomorphometric analysis demonstrated significant increases in Oc. S/BS and N. Oc/B.Pm in *SREBP2*^*ΔM*^ mice relative to littermate control mice (Fig. 4e, f), suggesting that inflammatory osteolysis is enhanced under SREBP2 deficiency.

**Fig. 4:**
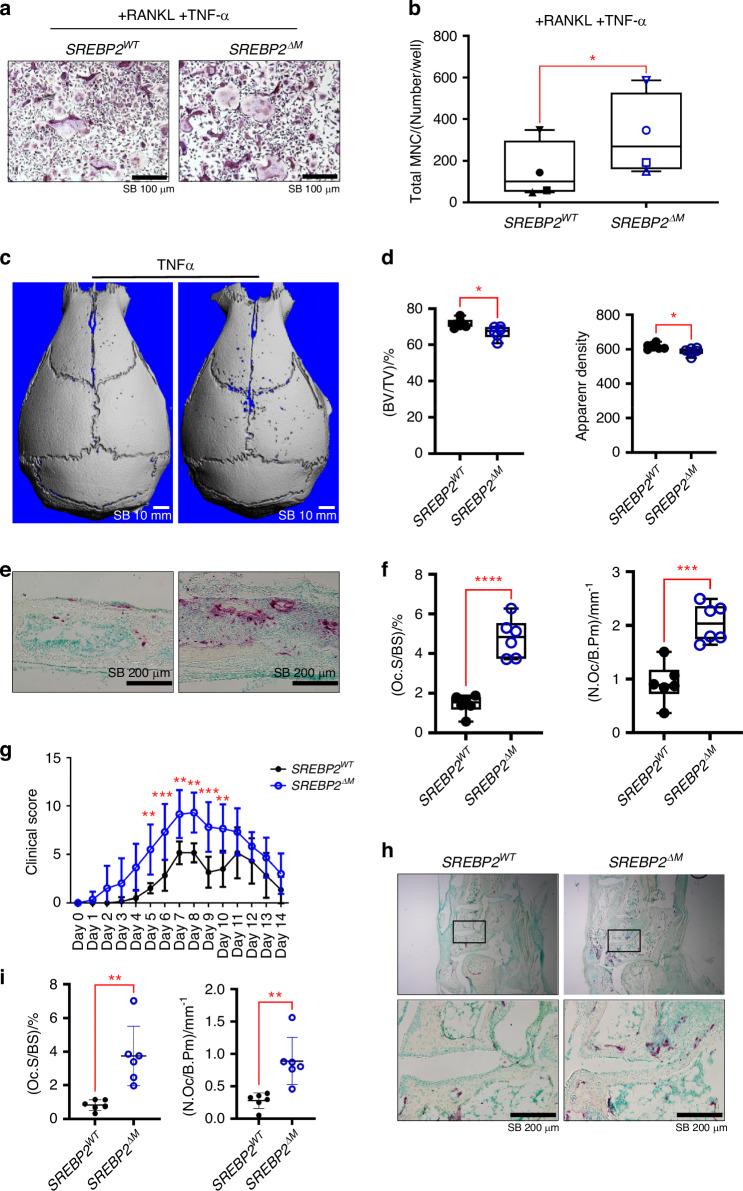
SREBP2 protects mice from inflammatory bone destruction. **a**, **b** Osteoclastogenesis assay. *SREBP2*^*WT*^ and *SREBP2*^*∆M*^ BMMs were cultured with RANKL (20 ng/mL) plus TNF-α (20 ng/mL). **a** Representative images of TRAP staining. Scale bars: 100 µm. **b** Quantification of TRAP-positive cells with 3 or more nuclei. **c**–**f** TNF-α-induced supracalvarial bone loss model (*n* = 6 per group). **c** Representative 3D images. **d** μCT analyses for bone volume/tissue volume (BV/TV) and apparent density. **e** Representative images for TRAP staining of histological sections of calvaria. Scale bars: 200 µm. **f** The osteoclast surface per bone surface (Oc. S/BS) and the number of osteoclasts per bone perimeter (N. Oc/B.Pm) were quantified. **g**–**i** K/BxN serum-induced arthritis model (*n* = 6 per group). **g** Time course of clinical score. **h** Representative TRAP staining of histological sections of tarsal bones. Scale bars: 200 µm. **i** The osteoclast surface per bone surface (OcC. S/BS) and the number of osteoclasts per bone perimeter (N. Oc/B.Pm) were quantified. All data are shown as median and interquartile range. n.s., not significant; *P < 0.05; **P < 0.01; ***P < 0.005; ****P < 0.001 by two-tailed unpaired *t* test (**b**, **d**, **f**, **i**), or 2-way repeated measures ANOVA with multiple comparisons (**g**)

To gain insight into the underlying mechanisms of pathological bone loss in RA, we tested the effects of enhanced osteoclastogenesis by SREBP2 deficiency in a K/BxN serum-induced arthritis model.^20^ *SREBP2*^*ΔM*^ mice showed a significant increase in inflammatory clinical score (Fig. 4g). However, histological assessment of the ankle joints on day 14 indicated that the resolution of inflammation was comparable between control and *SREBP2*^*ΔM*^ mice (Fig. S4a, b). Intriguingly, significant increases in Oc. S/BS and N. Oc/B.Pm were observed in the tarsal bone of *SREBP2*^*ΔM*^ mice (Fig. 4h, i). To further test the role of SREBP2 in inflammatory responses, BMMs from *SREBP2*^*ΔM*^ and control mice were stimulated with lipopolysaccharide. There were no statistically significant changes in the induction of inflammatory cytokines between *SREBP2*^*ΔM*^ cells and control cells (Fig. S5). Taken together, our findings indicate a protective role of SREBP2 in inflammation-associated pathological bone loss.

### SREBP2 increases at the late stage of osteoclast differentiation

To understand the role of SREBP2 during osteoclastogenesis, we examined the expression of SREBP2 mRNA and protein during osteoclastogenesis. *Srebp2* mRNA was diminished at day one after RANKL stimulation and then increased in a time-dependent manner in control BMMs, compared to the linear increase of *Nfatc1* and *Cathepsin K* (Fig. 5a). Consistently, the induction of total (P) and nuclear (N) SREBP2 proteins was observed two days after RANKL stimulation (Fig. 5b). Our results demonstrated that RANKL activated SREBP2 at the late stage of osteoclastogenesis.

**Fig. 5:**
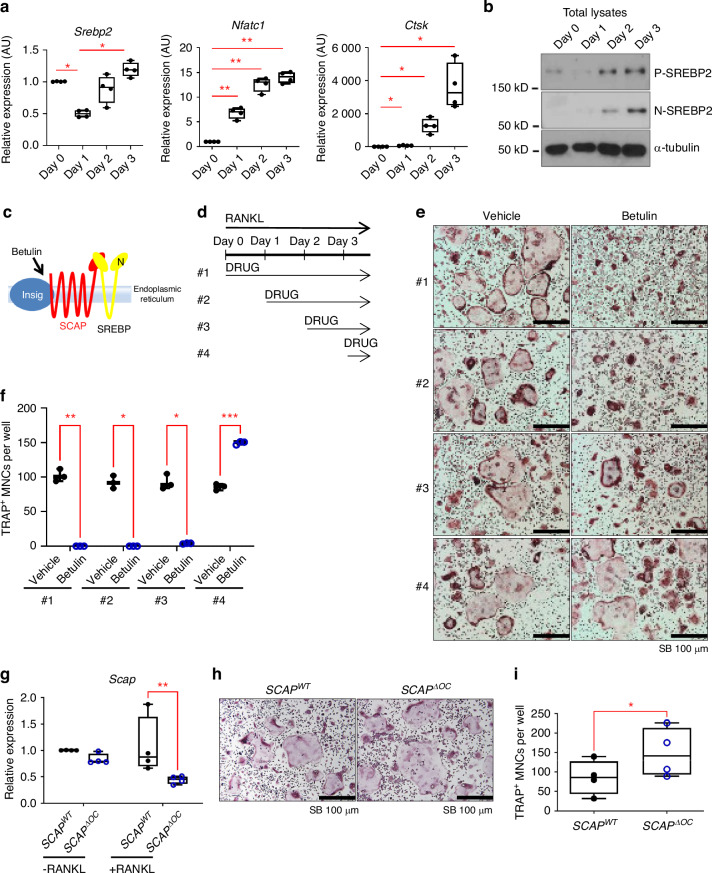
SCAP/SREBPs inactivation in late stage accelerates osteoclast differentiation. **a** *Srebp2, Nfatc1 and Cathepsin K* mRNA levels were assessed from 8-week-old female C57/BL6 mouse BMMs cultured with RANKL (50 ng/mL) for indicated days. **b** Immunoblots of total lysates from indicated days of culture after RANKL (50 ng/mL) stimulation using SREBP2 and α-tubulin antibodies. **c** Schematic showing the action of Betulin. **d** Schematic of drug treatment for experiments, #1 indicating drug treated since Day 0 of the culture (concurrent with RANKL), #2 from Day 1 of the culture, #3 from Day 2 of the culture, #4 from Day 3 of the culture. In case of #4, the drugs were incubated for 6 h. **e**, **f** 0 and 1 µg/mL of betulin were tested for four treatment schedules. **e** Representative images of TRAP-stained cells. **f** Numbers of TRAP-positive osteoclasts per well. **g** *Scap* mRNA levels were assessed by qPCR from *SCAP*^*WT*^ and *SCAP*^*∆OC*^ osteoclasts at day 3 of RANKL treatment. **h** Representative images of TRAP-stained cells. **i** Numbers of TRAP-positive osteoclasts from *SCAP*^*WT*^ and *SCAP*^*∆OC*^ are shown. All data are shown as median and interquartile range. n.s., not significant; *P < 0.05; **P < 0.01; ***P < 0.005; ****P < 0.001 by two-tailed unpaired *t* test (**i**), one-way (**a**) or two-way ANOVA with multiple comparisons (**f**, **g**). All data are from at least 3 independent experiments

Previous reports have established that the inhibition of SREBPs using pharmacological agents in the early stage of osteoclastogenesis inhibited osteoclast differentiation.^15–17^ To further examine the discrepancy, we tested the effects of the blockade of the SCAP/SREBPs axis on different stages of osteoclast differentiation. Betulin blocked the cleavage of SREBPs by promoting the interaction between Insig-1, a negative regulator, and SCAP (Fig. 5c).^21^ BMMs were treated with betulin in the different stages of osteoclastogenesis (treatment schedule #1-4) as shown in Fig. 5d. Consistent with previous observations showing a positive role of SCAP/SREBPs in osteoclastogenesis, the treatment of betulin at the same time of RANKL stimulation inhibited osteoclastogenesis in (Fig. 5e, f). The suppressive effect of betulin on osteoclastogenesis was attenuated when cells were treated at one day (#2) or two days (#3) after RANKL stimulation. Strikingly, the addition of betulin for 6 h at the late stage of osteoclastogenesis significantly enhanced osteoclastogenesis (#4). In addition, BMMs were also treated with PF429242, which inhibits S1P, a protease for activating SREBPs (Fig. S6a) in the different stages of osteoclastogenesis. Consistent with the observation made with betulin, late-stage treatment PF429242 enhanced osteoclastogenesis, with reduced nuclear translocation of N-SREBP2 and increased protein levels of integrin beta 3 (Fig. S6b–d). Consistently, osteoclast differentiation from human CD14^+^ monocytes was accelerated when PF429242 was treated at the late stage of osteoclastogenesis (Fig. S6e) with reduced translocation of N-SREBP2 into the nucleus (Fig. S6f).

To further examine the effect of SCAP/SREBPs complex inhibition at the late stage of osteoclastogenesis in vivo, we generated Cathepsin K expressing cell-specific SCAP-deficient mice by crossing Cathepsin K-Cre mice with SCAP^fl/fl^ mice (SCAP^fl/fl^ CtsK-Cre, referred to as SCAP^ΔOC^ mice). BMMs were prepared from 10-week-old male SCAP^ΔOC^ mice and control littermates and cultured with M-CSF and RANKL for three days to differentiate into multinucleated osteoclasts. As expected, *Scap* expression was reduced in Cathepsin K expressing cell-specific SCAP-deficient cells compared to control cells when they were treated with RANKL for three days (Fig. 5g). Consistent with the observation made with betulin and PF429242 at the late stage of osteoclastogenesis, RANKL-induced osteoclast differentiation was accelerated in Cathepsin K expressing cell-specific SCAP-deficient cells compared to control cells, as measured by the formation of TRAP^+^ multinucleated cells (Fig. 5h, i). Therefore, our findings suggest that inhibiting SREBPs at different stages may result in a differential effect on osteoclastogenesis, and SREBP2 inhibits osteoclastogenesis in the late stage of osteoclastogenesis.

### SREBP2-regulated osteoclastogenesis is independent of cholesterols

To gain an insight into the mechanisms by which SREBP2 inhibits osteoclastogenesis, we performed RNA sequencing (RNA-seq) analyses of osteoclasts from *SREBP2*^*ΔM*^ mice and littermate control mice. 

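mRNA was sequenced from bone marrow-derived macrophages (BMMs) of mice whose myeloid cells lack SREBP2 (SREBP2ΔM) and of control mice carrying LysM-Cre alone. The cells were kept in M-CSF, which leaves them macrophages, or received RANKL as well for 3 days, which turns them into osteoclasts. The RANKL dose is 50 ng/mL in the paper and 40 ng/mL in the sample labels. Each of the 4 groups had 2 libraries, called biological replicates in the paper. Nothing in the sources used here says whether the 2 were separate mice or separate cultures, so p-values cover only the spread between these libraries. An exact two-sided permutation test of 2 against 2 cannot go below p = 0.333. The libraries were stranded and read in paired ends. The labels name bcl2fastq 1.8.4, fastp, STAR 2.7.3a, edgeR and the mm10 genome. The tool that counted reads per gene and its annotation release are not given in the sources used here. The deposited values are whole read counts for 21497 genes, with 1 column per library and no pooling. Counts summed to 10353042 and 11971372 in control osteoclasts, 7991738 and 7914683 in SREBP2-deficient osteoclasts, 11721625 and 13387849 in control macrophages, and 7703178 and 9752535 in SREBP2-deficient macrophages. At these totals a single count is 0.0747 to 0.130 CPM. The authors kept 10764 genes, those reaching a fitted level of 3 CPM in at least 1 group. All tests here cover these genes, and genes called measured below are among them. Counts were scaled by TMM and fitted in edgeR with all 8 libraries in a single model of 4 groups. Groups were compared with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over the 10764 genes. Levels are given as CPM after TMM, as mean ± SD of 2 libraries, and fold changes are of deficient over control cells. Standard errors are the size of the log2 fold change divided by the square root of the quasi-likelihood test's F statistic. Gene positions are those deposited with the counts, on mm10.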

Two hundred genes were differentially regulated (*P* < 0.05, fold changes >1.5) between SREBP2-deficient osteoclasts and control osteoclasts: 78 genes were upregulated, and 122 genes were downregulated in SREBP2-deficient osteoclasts relative to control osteoclasts (Fig. 6a). 

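Srebf2 itself, which encodes SREBP2 and lies on chromosome 15 from 82147181 to 82205379, fell from 266 ± 21.8 to 0.484 ± 0.499 CPM (SD, n = 2), a log2 fold change of -9.10 (standard error 0.31, edgeR adjusted p = 5.0e-06). The SREBP2-deficient osteoclast libraries held 6 and 1 of its reads, so the size of this change rests on few counts. Sqle, the squalene epoxidase of sterol synthesis, fell from 68.4 ± 16.7 to 6.20 ± 1.70 CPM, with a log2 fold change of -3.46 (standard error 0.25, edgeR adjusted p = 0.00165). Stard4, a carrier that moves cholesterol between membranes, fell from 52.0 ± 5.49 to 20.1 ± 3.53 CPM, with a log2 fold change of -1.37 (standard error 0.16, edgeR adjusted p = 0.0403). The processed pseudogene Rpl3-ps1 on chromosome X rose from 3.89 ± 0.104 to 59.8 ± 3.23 CPM, with a log2 fold change of 3.94 (standard error 0.15, edgeR adjusted p = 6.8e-06). Of its 50-base sequences 91.4% also occur in Rpl3, a ribosomal protein gene that lies 2055313 bases from Srebf2. These 4 genes, 3 lower and 1 higher, were all that passed an adjusted p under 0.05 by this test. In other tests 28 passed by edgeR's likelihood ratio test, 25 by DESeq2 and 3 by limma-voom, and with no filter on low counts 132 passed by the first test. The paper's thresholds are a p under 0.05, taken here as unadjusted because the paper does not say, and a fold change over 1.5. At these 174 genes differed, of which 34 were higher and 140 lower. The higher genes numbered 52 and 110 without SREBP2dM replicates 1 and 2, and 60 and 69 without control replicates 1 and 2. Beyond the adjusted threshold, the genes with the smallest p included Pld4, an endosomal exonuclease, with a log2 fold change of -0.80 (edgeR adjusted p = 0.0894). Of the 193 tested genes within 10 Mb of Srebf2, 14 (7.25%) were past the paper's thresholds, against 159 of 10570 elsewhere (1.50%; odds ratio 5.119, 95% confidence interval 2.68 to 9.07, two-sided Fisher's exact p = 2.6e-06). In 20 simulations of 8 libraries with no genotype effect, drawn independently from the measured means and dispersions, the paper's thresholds gave a mean of 201.2 genes, 98.8 higher and 102.4 lower, and the adjusted threshold gave at most 6. Measured replicate differences correlated at 0.680 between the 2 RANKL groups, which independent libraries leave out. These are therefore not the counts to expect here without an effect. Leaving out SREBP2dM replicate 2 gave 341 genes at the paper's thresholds, and Stard4 then had an adjusted p of 0.200, as against 0.149 without control replicate 1. Leaving out control replicate 2 raised the adjusted count to 9.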

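Most measured genes of sterol uptake and of antigen presentation had log2 fold changes below 0 in SREBP2-deficient osteoclasts, and of these Stard4 alone passed over all genes in edgeR. Of 9 measured genes of sterol-regulated uptake and transport, Stard4 fell and 8 did not pass the test (4 lower when adjusted over the list alone). Among the 8 was Insig1, which holds SREBPs in the endoplasmic reticulum, at a log2 fold change of -0.56. As a set they were lower than the other genes (camera, adjusted p = 1.2e-06, and adjusted p = 0.232 with an estimated correlation). Of 8 genes of MHC class II presentation, 7 had a log2 fold change below 0 with a median of -0.60. Adjusted over the list alone 1 was lower, the invariant chain gene Cd74, and H2-Aa, a class II alpha chain, was at -0.66. The class II set was lower with an adjusted p of 5.6e-07 (adjusted p = 0.182 with an estimated correlation). MHC class I presentation was below 0 in 11 of 12 genes, and lower as a set (camera, adjusted p = 2.2e-04, and adjusted p = 0.327 with an estimated correlation), for example H2-M3 at -0.68 and the peptide transporter Tap1 at -0.41. Macrophage genes were below 0 in 13 of 16, such as the clearance receptor Mertk (-0.66) and the IgG receptor Fcgr1 (-0.61), and lower as a set (adjusted p = 9.5e-06, and adjusted p = 0.182 with an estimated correlation). All 14 genes of glycolysis and hypoxia were above 0 with a median of 0.24, among them Pgk1 at 0.33 and Ldha at 0.36 (camera, adjusted p = 1.5e-05, adjusted p = 0.356 with an estimated correlation, and 0.712 without SREBP2dM replicate 1). Of 8 targets of STAT5, 4 were above 0, with a median of 0.01 (limma's camera, adjusted p = 0.543). Markers of neutrophils were below 0 in 7 of 9 genes (adjusted p = 0.0474, adjusted p = 0.416 with an estimated correlation, 0.301 without SREBP2dM replicate 1 and 0.701 without control replicate 2). No gene of the class I, class II, macrophage, glycolysis, STAT5 or neutrophil lists passed the adjusted threshold over all genes in edgeR, DESeq2, limma-voom or the likelihood ratio test. At an unadjusted p under 0.05 they held 3, 4, 2, 2, 0 and 1 genes. Of 30 lists written before the data were examined, 24 could be tested, 3 were higher and 10 lower, and 0 passed with an estimated correlation. The Hallmark sets themselves were not used here.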

Gene set enrichment analysis (GSEA) revealed that the pathways enriched in DEGs include cholesterol homeostasis, IFN-gamma response, IL2_STAT5 signaling, allograft rejection, and mTORC1 signaling (Fig. 6b). SREBP2 is a key transcription factor for cholesterol biosynthesis pathway.^22^ mRNA levels of *Hmgcr*, *Hmgcs*, and *Sqle* were reduced in SREBP2 deficient osteoclasts compared to control osteoclasts (Fig. 6c) and were confirmed by qPCR (Fig. 6d). 

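Genes of cholesterol biosynthesis were lower in SREBP2-deficient osteoclasts at almost every step of the pathway, with log2 fold changes from -3.46 to -0.02 over 20 measured enzymes and a median of -1.21. Hmgcs1, the HMG-CoA synthase taken here for Hmgcs, was at 58.9 ± 4.32 CPM in SREBP2-deficient and 238 ± 105 CPM in control osteoclasts (SD, n = 2), a log2 fold change of -2.01 (standard error 0.31, edgeR adjusted p = 0.216). Sqle lies on chromosome 15 from 59315077 to 59331192 and is the pathway's single gene at an adjusted p under 0.05 over all genes in edgeR. Of the pathway, 17 of the 20 were lower when adjusted over the list alone. Cyp51 had a log2 fold change of -2.10 and Hsd17b7 of -1.44, each at an adjusted p of 0.062. The likelihood ratio test and DESeq2 each called 12 of the 20, and limma-voom 1. As a set the 20 genes were lower than the other genes with an adjusted p of 2.4e-90 from camera, and adjusted p = 0.061 with an estimated correlation. The adjusted p of Hmgcs1 falls below 0.05 without control replicate 2, at a log2 fold change of -2.40. Of the 16 genes drawn in Fig. 6c, 15 were lower at the paper's thresholds and Tnfrsf12a, a receptor of the TNF family, was at 0.72. The study chose these genes on the same samples, so the count is not independent evidence.

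**Figure D1:**
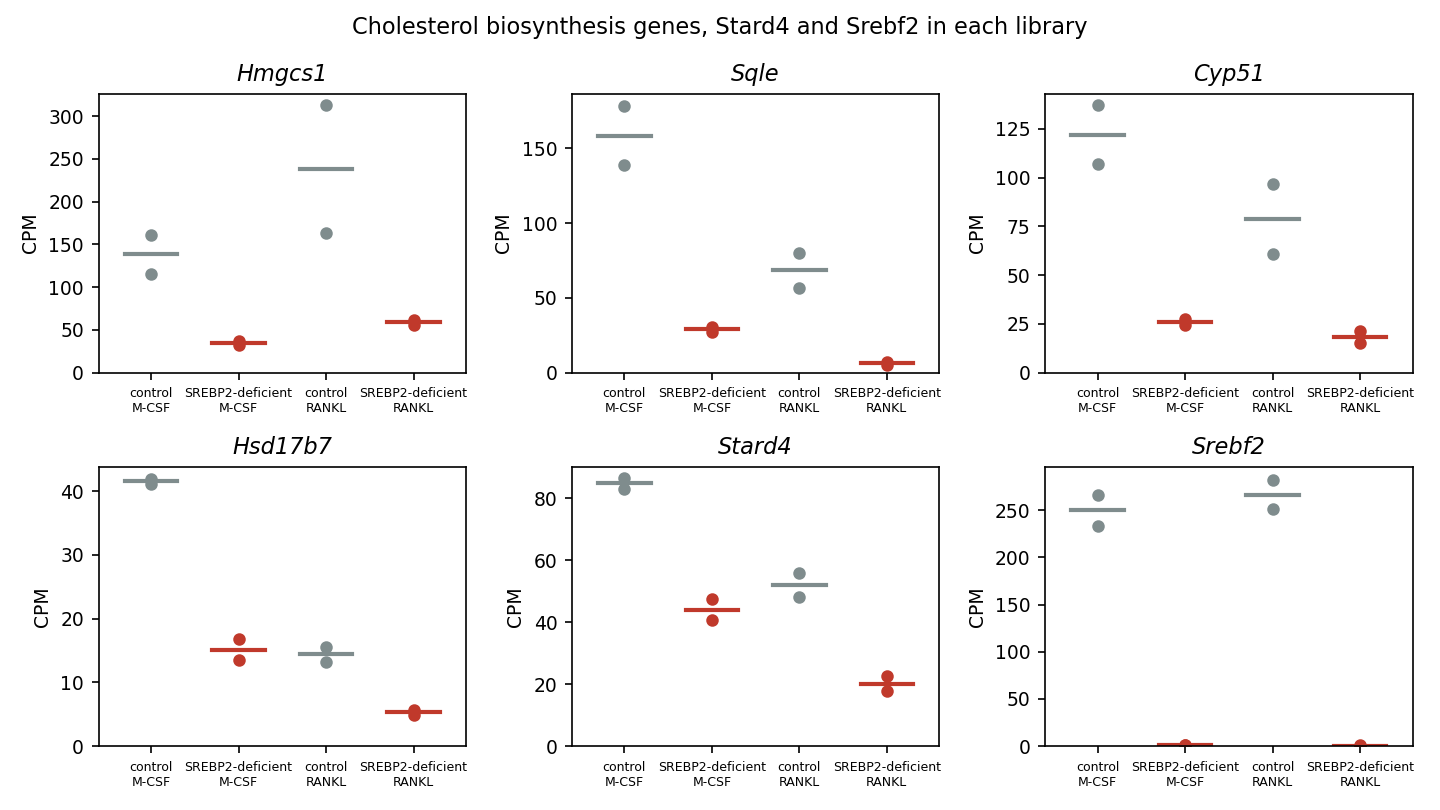
CPM after TMM of 6 genes in each of the 8 libraries, grouped by genotype and treatment, with points for libraries and lines for group means. In each treatment both SREBP2-deficient libraries lie below both control libraries for Hmgcs1, Sqle, Cyp51, Hsd17b7, Stard4 and Srebf2.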

While intracellular cholesterol levels were increased during RANKL-induced osteoclastogenesis in both mouse and human cells (Fig. S7a, b), intracellular cholesterol levels were comparable between SREBP2-deficient and control osteoclasts (Fig. 6e). Consistently, the labeling of intracellular free cholesterols with filipin, a fluorescent polyene antibiotic that binds to cholesterols, was also minimally affected by SREBP2 deficiency (Fig. S7c). Taken together, our results suggest that SREBP2 deficiency does not deplete cholesterols in osteoclasts and regulates osteoclasts independently of its conventional function as a regulator of cellular cholesterol synthesis.

**Fig. 6:**
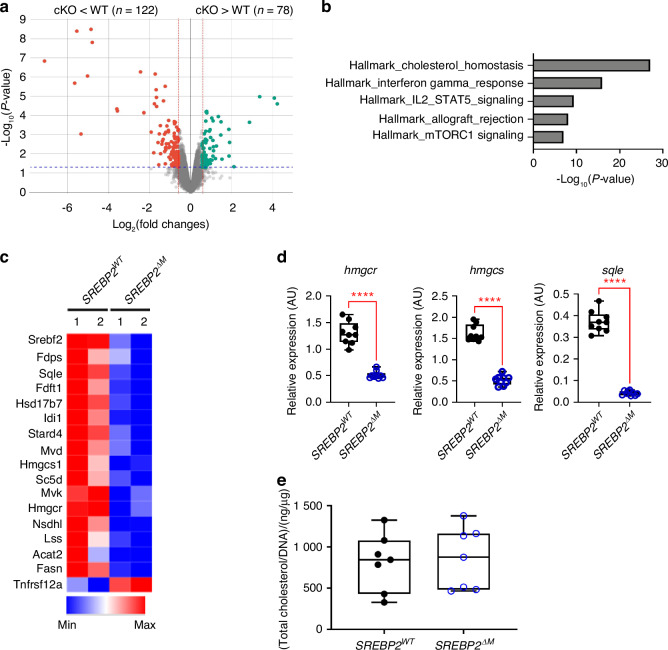
Total mRNA sequencing reveals differentially regulated genes in SREBP2 deficient osteoclasts. **a** Volcano plot of RNA-sequencing analysis of differentially expressed genes. Red dots represent significantly down-regulated and green dots represent up-regulated genes (*P* < 0.05, fold changes >1.5). **b** Gene Set Enrichment Analysis (GSEA) for pathways are shown. **c** Heatmap of representative cholesterol homeostasis genes from *SREBP2*^*WT*^ and *SREBP2*^*∆M*^ BMMs stimulated with RANKL (50 ng/mL) for 3 days. **d** *Hmgcr*, *Hmgcs*, and *Sqle* mRNA levels were assessed from *SREBP2*^*WT*^ and *SREBP2*^*∆M*^ BMMs stimulated with RANKL (50 ng/mL) for 3 days. **e** *SREBP2*^*WT*^ and *SREBP2*^*∆M*^ BMMs stimulated with RANKL (50 ng/mL) for 3 days were subjected to intracellular cholesterol measurement. Relative intracellular cholesterols in *SREBP2*^*WT*^ and *SREBP2*^*∆M*^ osteoclasts measured by Amplex Red cholesterol assay kit (*n* = 7). All data are shown as median and interquartile range. n.s., not significant; ****P < 0.000 1 by two-tailed unpaired *t* test (**d**, **e**). All data are from two biological replicates (**a**–**c**) and at least 3 independent experiments (**d**, **e**)

### SREBP2 down-regulates RANKL-induced osteoclastogenesis via IRF7

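Irf7 encodes the interferon regulatory factor IRF7, Ly6e an interferon-inducible surface protein, and Cd74 the invariant chain of MHC class II. Irf7, on chromosome 7 from 141262706 to 141266481, was at 66.4 ± 5.44 CPM in SREBP2-deficient osteoclasts and 134 ± 13.9 CPM in control osteoclasts (SD, n = 2), a log2 fold change of -1.02 (standard error 0.42, edgeR adjusted p = 1.00). For Ly6e the levels were 439 ± 55.7 and 748 ± 28.1 CPM, with a log2 fold change of -0.77 (standard error 0.15, edgeR adjusted p = 0.298). The gene lies within 10 Mb of Srebf2, on chromosome 15 from 74955051 to 74959905. Cd74 was at 71.2 ± 14.4 and 107 ± 0.631 CPM, a log2 fold change of -0.59 (standard error 0.15, edgeR adjusted p = 0.705). All 3 were past an unadjusted p under 0.05 and a 1.5-fold difference. Irf7 was so narrowly in p (edgeR unadjusted p = 0.0490) and Cd74 narrowly in fold change. Ly6e also passed the adjusted threshold by DESeq2 and the likelihood ratio test. Of 38 measured interferon-stimulated genes, 37 had a log2 fold change below 0 with a median of -0.54, for example Sp110 at -0.55, Ifi27l2a at -0.57 and the tetherin gene Bst2 at -0.39. None passed the adjusted threshold in edgeR (0 when adjusted over the list alone), 7 had an unadjusted p under 0.05, and DESeq2, limma-voom and the likelihood ratio test called 0. All 15 interferon-gamma GTPase and immunoproteasome genes were below 0 with a median of -0.37, including the GTPases Igtp (-0.56) and Gbp2 (-0.93) and the proteasome subunit Psmb9 (-0.33). Of these, 3 were at an unadjusted p under 0.05, 0 passed the adjusted threshold in edgeR, and 0 passed when adjusted over the list alone or by those 3 tests. Camera called both lists lower, with adjusted p values of 4.2e-17 and 7.2e-08. With an estimated correlation both calls are lost (adjusted p = 0.333 and 0.327). Of the 26 genes drawn in Fig. 7a, 25 were tested, and 24 of these were below 0. Ifi44, with 204 counts over the 8 libraries, was left out by the authors' filter. Irf7, Ly6e and Stat2, a signal transducer of interferon receptors (-0.59), were past the paper's thresholds. The study picked them from these samples, so this is not independent evidence.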

Genes in IFN-gamma response were enriched in SREBP2-deficient cells (Fig. 7a), and *Irf7, Ly6e, and Cd74* mRNA expression were lesser in SREBP2-deficient cells compared to control cells (Fig. 7b). Given the well-established negative feedback actions of IFNs on RANKL-induced osteoclastogenesis,^6,23–25^ we wished to test the role of SREBP2 on IFN responses. IRF7 is a critical factor for producing type I IFNs.^26^ but the role of IRF7 in osteoclastogenesis is largely unknown. We analyzed its mRNA and protein kinetics during osteoclastogenesis. *Irf7* mRNA was induced on day one after RANKL stimulation and maintained its expression throughout osteoclast differentiation in control BMMs (Fig. S8a), and the nuclear localization of IRF7 proteins was observed at the later phase of osteoclastogenesis (Fig. S8b). 

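The sequenced control cells give Irf7 after 3 days of RANKL beside M-CSF alone, in libraries apart from those of Fig. S8a. In LysM-Cre control cells the mean level was 134 CPM with RANKL and 80.0 ± 49.8 CPM without (SD, n = 2), a log2 fold change of 0.75 (standard error 0.41, edgeR adjusted p = 0.166). In C57BL/6 WT cells it was 49.3 CPM with RANKL and 71.4 ± 13.6 CPM without, a log2 fold change of -0.54 (standard error 0.31, edgeR adjusted p = 0.192). Neither change passed the test. The first passes by DESeq2 (adjusted p = 0.0364), and in edgeR without control macrophage replicate 1, where the log2 fold change is 1.58 (adjusted p = 0.00163), or with no filter on low counts (adjusted p = 2.0e-05). The second passes in edgeR with only the 2 groups compared in the fit (adjusted p = 0.0484) or with no filter on low counts (adjusted p = 0.00387). The earlier days of RANKL were not sequenced in these samples.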

To corroborate the regulation of IRF7 by SREBP2, BMMs or human CD14^+^ cells were transduced with adenoviral particles encoding SREBP2 or GFP. Overexpression of SREBP2 enhanced IRF7 expression in BMMs (Fig. 7c) and human CD14^+^ cells (Fig. 7h). Consistent with our transcriptomic analysis, IRF7 protein was diminished in SREBP2-deficient cells compared with control cells (Fig. 7d). To test the role of IRF7 in osteoclastogenesis, BMMs from IRF7 global knockout mice and the age-and sex-matched wild type (WT) control mice were cultured with M-CSF and RANKL (Fig. 7e). Strikingly, IRF7 deficiency promoted in vitro osteoclastogenesis (Fig. 7f, g). The histomorphometric analysis also showed that the osteoclast number of femurs was significantly higher in IRF7 global knockout mice compared to that of control mice (Fig. S9a, b), suggesting that IRF7 deficiency increased osteoclastogenesis. However, bone mass in 9-week-old female IRF7 global mice was comparable to that of control mice (Fig. S9c, d). To identify the mechanisms by which SREBP2 regulates the expression of IRF7, we performed chromatin immunoprecipitation (ChIP) of SREBP2 in SREBP2 overexpressed cells. We observed direct binding of SREBP2 to the promoters of IRF7 and DHCR24, an SREBP2 target gene (Fig. 7i).

**Fig. 7:**
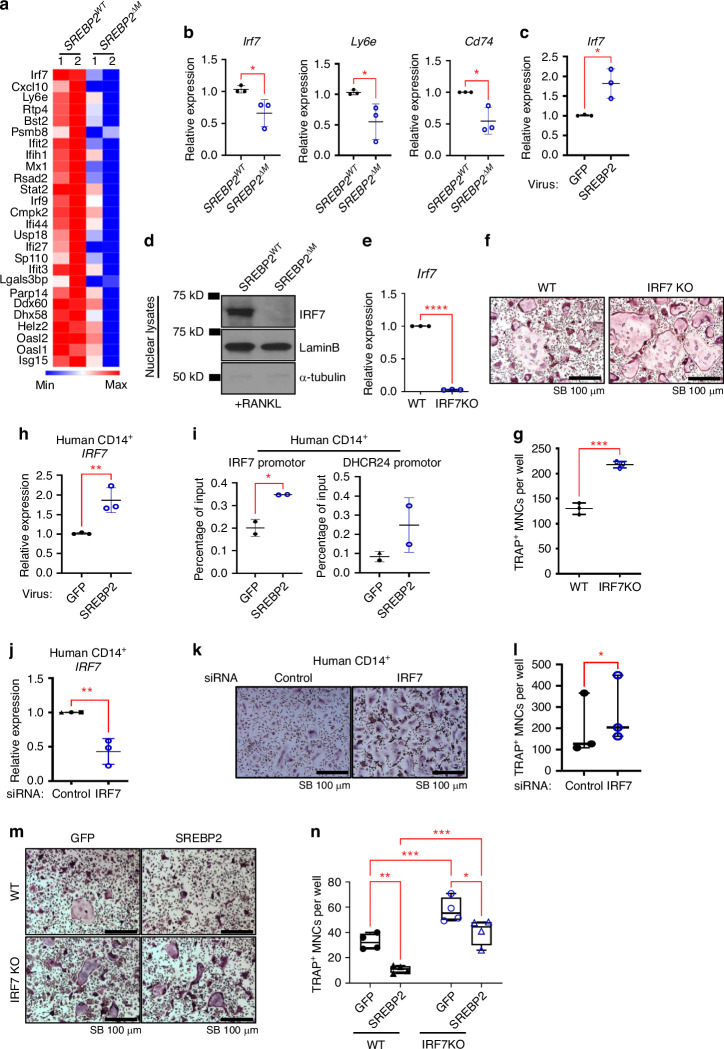
SREBP2 regulates IRF7. **a** Heatmap of representative interferon gamma response genes from *SREBP2*^*WT*^ and *SREBP2*^*∆M*^ BMMs stimulated with RANKL (50 ng/mL) for 3 days. **b** *Irf7*, *Ly6e*, and *Cd74* mRNA levels were assessed from *SREBP2*^*WT*^ and *SREBP2*^*∆M*^ BMMs stimulated with RANKL (50 ng/mL) for 3 days. **c** *Irf7* mRNA levels were assessed after adenoviral overexpression of GFP control or FLAG-N-SREBP2 (SREBP2) in mouse BMMs stimulated with RANKL (50 ng/mL). **d** Immunoblots of nuclear lysates from day 3 of RANKL (50 ng/mL) stimulation using anti-IRF7, SREBP2, Lamin B, and α-tubulin antibodies. **e** *Irf7* mRNA levels were assessed from 8-week-old female wildtype and IRF7 knockout BMMs. **f** Representative images of TRAP staining of wildtype and IRF7 knockout BMMs cultured with RANKL (50 ng/mL). Scale bars: 100 µm. **g** Quantification of TRAP-positive cells with 3 or more nuclei. RAP-stained Wildtype and IRF7 knockout BMMs cultured with RANKL (50 ng/mL) were TRAP-stained (upper) and counted for 3 or more nuclei (lower). Scale bars: 100 µm. **h** *IRF7* mRNA levels were assessed after adenoviral overexpression of GFP control or FLAG-N-SREBP2 (SREBP2) in human CD14^+^ monocytes stimulated with RANKL (40 ng/mL). **i** IRF7 and DHCR24 promoters were assessed by ChIP-qPCR analyses from human CD14^+^ monocytes transduced with adenoviruses harboring GFP control (GFP) or FLAG-N-SREBP2 (SREBP2). 2 independent experiments were performed from 4 different human donors. **J–l** *IRF7* mRNA levels were assessed from human CD14^+^ monocytes nucleofected with control or IRF7 siRNAs (**j**). Human CD14^+^ monocytes nucleofected with control o*r IRF*7 siRNAs cells were TRAP-stained after RANKL (40 ng/mL) stimulation (**k**) and counted for 3 or more nuclei (**l**). Scale bars: 100 µm. **m–n** Osteoclastogenesis assay. Wildtype and IRF7 knockout BMMs transduced with adenoviruses harboring GFP control or FLAG_N_SREBP2 (SREBP2) were cultured with RANKL (50 ng/mL). **m** Representative images were shown. Scale bars: 100 µm. **n** TRAP-positive cells with 3 or more nuclei were counted. All data are shown as median and interquartile range. n.s., not significant; *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.000 1 by paired *t* test (**b**, **c**, **e**, **g**, **h**, **i**) or two-way ANOVA with multiple comparisons (**n**). All data are from two (a, i) and at least 3 independent experiments (**b**–**h**)

To further test the role of IRF7 in osteoclasts, IRF7 was knocked down in human CD14^+^ cells using siRNAs against IRF7 and controls (Fig. 7j). IRF7 knock-down (KD) also increased human osteoclastogenesis (Fig. 7k, l). We next tested whether SREBP2-mediated regulation of IRF7 contributes to enhanced osteoclast differentiation in SREBP2-deficient cells. BMMs from control and IRF7-deficient mice were transduced with adenoviral particles encoding GFP or SREBP2. Forced expression of SREBP2 by adenoviral transduction significantly suppressed osteoclastogenesis in control cells and IRF7 deficient cells. However, osteoclastogenesis in control cells with SREBP2 overexpression was significantly lower than that of IRF7-deficient cells with SREBP2 overexpression (Fig. 7m, n). Conversely, enhanced osteoclastogenesis in SREBP2 deficient cells was suppressed by overexpression of IRF7 (Fig. S10a, b). Collectively, our results suggest that SREBP2 is an upstream regulator and IRF7 is one of the major downstream effector molecules in suppressing osteoclastogenesis (Fig. S10c).

### The SREBP2-IRF7 axis regulates 26 overlapping genes

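A second set of 8 libraries was made in the same way from BMMs of IRF7-deficient mice and of C57BL/6 wild-type (WT) mice, with 2 libraries for each genotype in M-CSF or after RANKL. Its count table covers 22001 genes, and the library totals were 8178505 and 12275000 in WT osteoclasts, 11476563 and 11180215 in IRF7-deficient osteoclasts, 12746916 and 12155542 in WT macrophages, and 11600404 and 9118102 in IRF7-deficient macrophages. A single count is here 0.0785 to 0.122 CPM. The authors' filter left 10788 genes for the tests. The table was fitted by itself, and levels in the 2 experiments were never tested against each other, because genotype and table differ together. Counts of replicates differed by more than sampling noise in every group. The chi-square per degree of freedom between the 2 libraries was 34.25 in IRF7-deficient and 29.59 in WT osteoclasts, against 10.04 to 17.51 in the other 6 groups of both experiments. In simulated data of this design, genes changed 1.5-fold, 2-fold and 4-fold reached an adjusted p under 0.05 in 11.3%, 62.1% and 90.6% of cases. Those libraries were drawn independently with a single dispersion per gene for all groups. The measured osteoclast groups varied more than the others, so these shares need not hold here.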

To further elucidate the mechanisms by which the SREBP2-IRF7 axis regulates osteoclastogenesis, we analyzed the transcriptome of WT and IRF7-deficient osteoclasts by performing RNA-seq. IRF7-deficiency significantly upregulated the expression of 15 genes and downregulated the expression of 146 genes (*P* < 0.05, Fold changes> 1.5) (Fig. 8a). 

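Irf7 fell from 49.3 ± 8.34 CPM in WT to 1.32 ± 1.13 CPM in IRF7-deficient osteoclasts (SD, n = 2), a log2 fold change of -5.23 (standard error 0.45, edgeR adjusted p = 0.0196). Atp10d, a phospholipid-transporting ATPase on chromosome 5 from 72203329 to 72298775, rose from 6.44 ± 0.227 to 38.3 ± 0.243 CPM, with a log2 fold change of 2.57 (standard error 0.21, edgeR adjusted p = 0.0196). Atp10d is among 6 measured genes listed beforehand as differing between laboratory mouse strains, of which it alone was higher (2 higher and 1 lower when adjusted over the list alone). The paper's Table S1, which names Atp10d, had been seen when the genes to name were chosen, so this is not independent evidence of a strain difference. Among the genes with the next smallest p values, the complement subunit gene C1qb was at 95.4 ± 3.45 and 164 ± 9.97 CPM, a log2 fold change of -0.78. The signalling adaptor gene Themis2 was at -0.81, the transcriptional inhibitor Id3 at -0.96 and the interferon-inducible Ifi209 at -1.39. These 4 did not pass the adjusted threshold. At the paper's thresholds 15 genes were higher and 146 lower, and this split depends on the libraries. It was 33 and 267 without IRF7-deficient replicate 1, 65 and 143 without IRF7-deficient replicate 2, 116 and 190 without WT replicate 1, 33 and 105 without WT replicate 2, 27 and 173 with filterByExpr genes, and 112 and 241 with no filter on low counts. The adjusted threshold passed 2 genes in edgeR's quasi-likelihood test, 28 in its likelihood ratio test, 22 in DESeq2, 0 in limma-voom and 95 in the first with no filter on low counts, and 317 had an unadjusted p under 0.05. With no genotype effect simulated, the paper's thresholds gave a mean of 203.8 genes, 104.0 higher and 99.8 lower. Simulated libraries were independent, while measured replicate differences correlated at 0.721 between the 2 RANKL groups. These are therefore not the counts to expect here without an effect. Both adjusted calls were lost when either WT osteoclast library was left out, which also leaves the test fewer degrees of freedom. Irf7 stayed far lower in each of these fits. Without replicate 1 the adjusted p was 0.101 for Irf7 and 0.195 for Atp10d, and without replicate 2 it was 0.0753 and 0.259. Leaving out IRF7-deficient replicate 1 gave 11 calls.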

GSEA pathway analysis revealed that genes related to IFN gamma and IFN alpha responses were significantly enriched in differentially regulated genes between WT and IRF7-deficient osteoclasts (Fig. 8b). 

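All 40 measured interferon-stimulated genes had a log2 fold change below 0 in IRF7-deficient osteoclasts, from -2.17 to -0.13 with a median of -1.12. Among them was Rtp4, a transport protein induced by interferon, at 14.3 ± 6.06 CPM against 37.3 ± 6.12 CPM in WT osteoclasts (SD, n = 2; log2 fold change -1.39). Usp18, which removes ISG15 from proteins, was at -1.78, and the RNA sensor Dhx58 at -1.04. No member passed the adjusted threshold over all genes in edgeR, where 34 had an unadjusted p under 0.05, and 29 were lower when adjusted over the list alone. The likelihood ratio test called 10, DESeq2 8 and limma-voom 0. All 15 interferon-gamma GTPase and immunoproteasome genes were also below 0 with a median of -0.72, such as the immunity-related GTPases Ifi47 (-1.18), Irgm2 (-1.03) and Irgm1 (-0.82). Of these, 10 were lower when adjusted over the list alone, with 0 over all genes in edgeR and limma-voom and 2 in each of the other tests. MHC class I presentation showed the same direction in 12 of 12 genes, with H2-Q4, a class Ib heavy chain, at -0.77 and Tapbp, which loads peptides, at -0.49. Here 4 were lower when adjusted over the list alone. Camera gave adjusted p values of 4.5e-93, 1.0e-29 and 1.1e-18 for these 3 lists, and adjusted p = 0.059 with an estimated correlation for each. Macrophage genes were below 0 in 12 of 16, with Mpeg1, a pore-forming protein of macrophages, at -0.65, and lower as a set with an adjusted p of 2.4e-05 (adjusted p = 0.194 with an estimated correlation, and 0.102 without IRF7-deficient replicate 2). MHC class II presentation had 7 of 8 genes below 0 (camera, adjusted p = 6.1e-08, and adjusted p = 0.172 with an estimated correlation). Of 20 genes of cholesterol biosynthesis, 16 were above 0, with a median of 0.10 (limma's camera, adjusted p = 0.197).

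**Figure D2:**
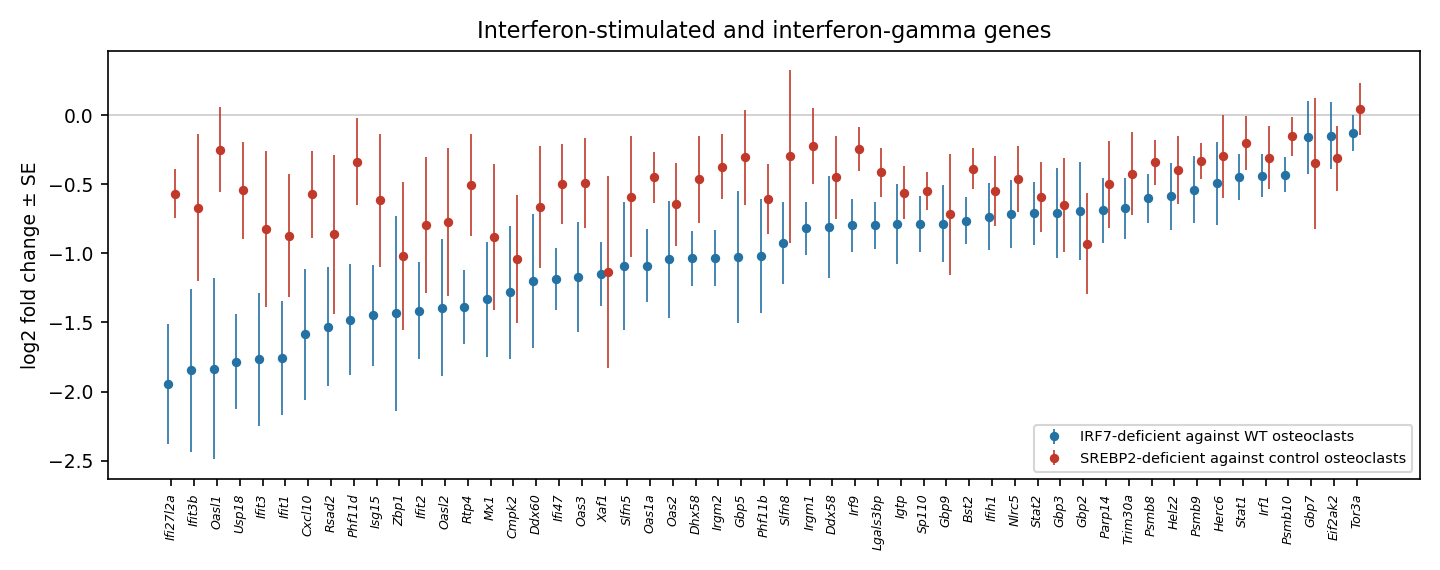
Log2 fold change with its standard error (derived from the F statistic), deficient over control osteoclasts, for the 53 genes of the interferon-stimulated and interferon-gamma lists tested in both experiments. Blue points are IRF7 and red points SREBP2 deficiency, and genes are ordered by the first. Each gene lies below 0 in the IRF7 experiment, and each but Tor3a in the SREBP2 experiment.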

Although IRF7 is a critical transcription factor for type I IFNs, we were unable to detect *Ifnb* mRNA in our system (data not shown). However, we found that forced expression of IRF7 induced *Ifnb* mRNA expression, albeit with very low expression (Fig. S11a), suggesting that IRF7 may use an alternative pathway to suppress osteoclastogenesis in addition to the IFN pathway. 

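Transcripts of the interferon genes themselves were close to absent from both count tables. Ifnb1, which encodes interferon beta, had 2 reads over the 8 libraries of the SREBP2 experiment and 1 over the 8 of the IRF7 experiment, with at most 1 in any library. Ifng had 1 read and 0, and Ifna1, Ifna2 and Ifna4 were at 0 in both experiments. A count of 0 allows up to 3 reads, which is 0.224 to 0.389 CPM at the depth of these libraries. No test was made of genes at this level.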

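Most genes past the paper's thresholds in both deficient osteoclasts are lower in each. Among them are the transcription factor genes Irf7 and Stat2 and the surface protein genes Ly6e and Ly6a. They also include the nucleic acid sensor Tlr8 (log2 fold change -0.72 in both), the STING gene Tmem173 (-0.60 in SREBP2-deficient and -0.65 in IRF7-deficient osteoclasts) and the MHC class Ib gene H2-M3 (-0.68 and -0.72). Of 10598 genes tested in both experiments, 164 and 155 were past the paper's thresholds in the SREBP2 and IRF7 comparisons and 28 in both. Independent lists would share 2.40 (one-sided Fisher's exact p = 1.9e-22), and the 2 experiments have no library in common. Fisher's test takes genes as independent, so genes that move together make its p too small. In both experiments 26 were lower. Mid1, a ubiquitin ligase of microtubules, was higher with log2 fold changes of 1.77 and 2.54. Its levels behind the 1.77 were low, at 1.82 ± 0.211 CPM in SREBP2-deficient and 0.539 ± 0.271 CPM in control osteoclasts (SD, n = 2). Atp10d went opposite ways, at -1.81 in SREBP2-deficient and 2.57 in IRF7-deficient osteoclasts. The -1.81 becomes -0.96 without control replicate 2, and the 2.54 becomes 1.66 without IRF7-deficient replicate 1 and 3.34 without WT replicate 2. Atp10d and Mid1 both belong to the strain-variable genes listed before the counts were examined. Table S1, which names both, had been seen when the genes to name were chosen. Their place on that list is therefore not independent evidence of a strain difference. The 28 hold all 26 genes of Table S1, and Cnp and Pdlim4 besides. The study chose its 26 from these samples, so the match is not independent evidence. In control cells RANKL lowered 12 and raised 4 of the 26 at an adjusted p under 0.05 in the LysM-Cre experiment, and lowered 15 and raised 3 in the C57BL/6 experiment. At an adjusted p under 0.05 in both comparisons edgeR and limma-voom called 0 genes, DESeq2 1, the likelihood ratio test 2 and edgeR with no filter on low counts 30, and the calls at the paper's thresholds rest on an unadjusted p. The shared genes at the paper's thresholds numbered 85 with no filter on low counts and 17 without IRF7-deficient osteoclast replicate 2. Without the genes within 10 Mb of either target, an alternative chosen after seeing the data, they numbered 25 (Irf7, Ly6e and Ly6a drop out; Fisher's exact p = 2.7e-20).

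**Figure D3:**
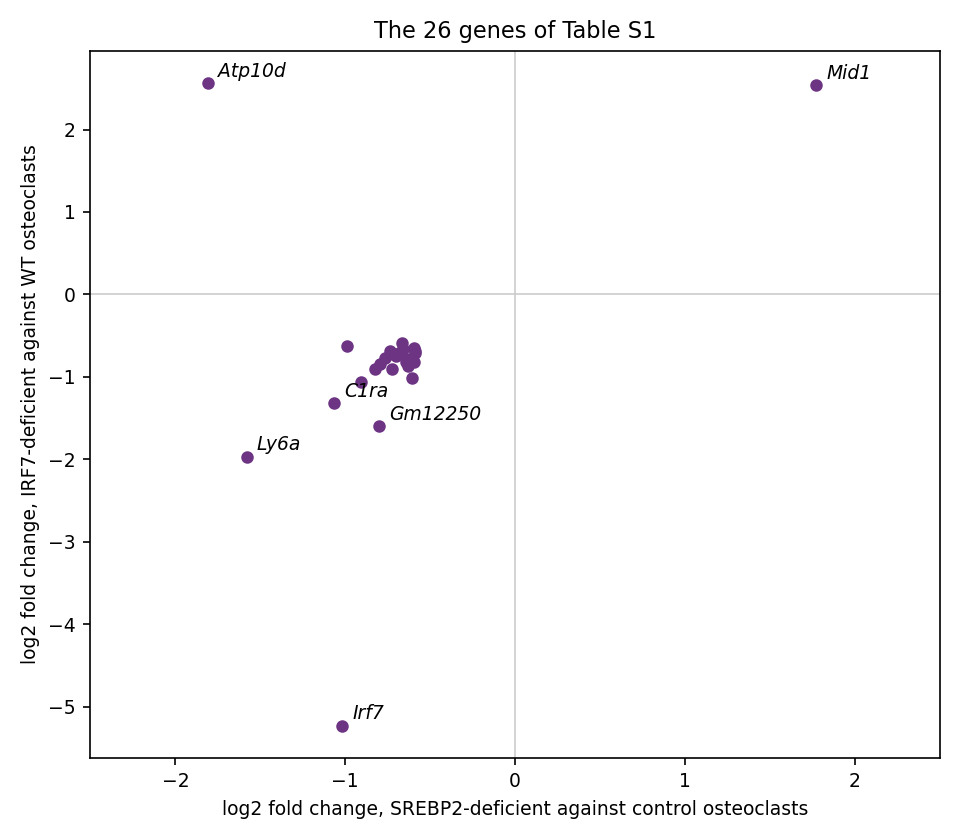
Log2 fold change of the 26 genes of Table S1 in SREBP2-deficient over control osteoclasts (horizontal axis) and in IRF7-deficient over WT osteoclasts (vertical axis), a point for each gene. In the lower left quadrant lie 24 genes, Mid1 lies in the upper right and Atp10d in the upper left.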

To determine the potential target genes in the SREBP2-IRF7 axis, we first identified 26 overlapping genes commonly regulated by SREBP2 and IRF7 in osteoclasts (Fig. 8c and Table S1). Among them, stem cell antigen (Sca1, also known as Ly6a) was upregulated by RANKL treatment in control osteoclasts and commonly downregulated in both IRF7-deficient osteoclasts and SREBP2-deficient osteoclasts (Fig. 8d). 

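Ly6a, which encodes the surface protein Sca-1 and lies on chromosome 15 from 74994877 to 74998031, was at 17.5 ± 0.353 CPM in SREBP2-deficient and 52.3 ± 7.21 CPM in control osteoclasts (SD, n = 2), a log2 fold change of -1.58 (standard error 0.27, edgeR adjusted p = 0.216). In the other experiment the gene was at 2.29 ± 0.922 CPM in IRF7-deficient and 8.79 ± 5.37 CPM in WT osteoclasts, a log2 fold change of -1.97 (standard error 0.48, edgeR adjusted p = 0.77). Without WT osteoclast replicate 2 the second is -1.13. The SREBP2 difference passes the adjusted threshold by DESeq2, and both differences pass by the likelihood ratio test and with no filter on low counts. With RANKL, control cells went from 72.6 ± 22.1 to 52.3 ± 7.21 CPM (log2 fold change -0.47, standard error 0.25, edgeR adjusted p = 0.136), and WT cells from 7.22 ± 0.586 to 8.79 ± 5.37 CPM (log2 fold change 0.31, standard error 0.43, edgeR adjusted p = 0.584). Neither change with RANKL passed the test. The change in WT cells turns to -0.53 without WT osteoclast replicate 2, and that in control cells passes the adjusted threshold without control macrophage replicate 2, at -0.75, and with no filter on low counts, at -0.48. In macrophages the log2 fold changes were -0.91 for SREBP2 deficiency and -0.74 for IRF7 deficiency. Levels differ between the 2 experiments' tables, and this was not tested. Ly6a lies within 10 Mb of Srebf2, where genes past the paper's thresholds were over-represented in SREBP2-deficient cells. The paper proposes, from qPCR of both deficient cells (Fig. 8e), that Ly6a may be a common target of SREBP2 and IRF7, and reports that it goes up with overexpressed IRF7 (Fig. 8g). Neither assay was analysed here.

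**Figure D4:**
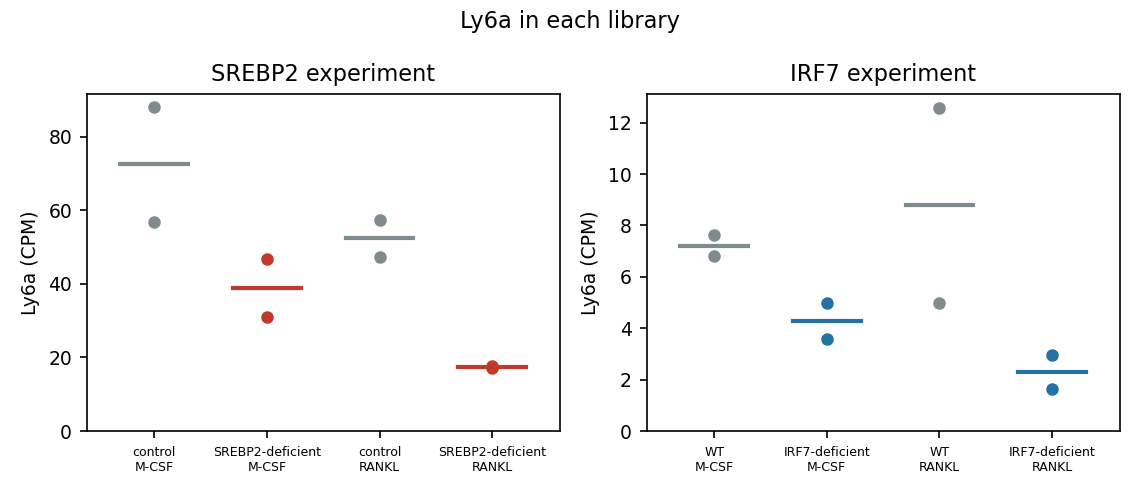
CPM of Ly6a after TMM in each library of both experiments, by genotype and treatment, with points for libraries and lines for means of 2. Both deficient osteoclast libraries lie below both control osteoclast libraries in each experiment.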

*Ly6a* mRNA was downregulated in IRF7-deficient cells and SREBP2-deficient cells by qPCR analysis (Fig. 8e), suggesting that Ly6a is a common downstream target of the SREBP2-IRF7 axis. By contrast, overexpression of IRF7 induced Ly6a expression in osteoclasts (Fig. 8f, g). Although the reduced expression of Ly6a by siRNAs in mouse BMMs enhanced osteoclastogenesis compared to the control (Fig. 8h–j), the difference was not statistically significant due to the large variation in the data. Our data suggest that the SREBP2-IRF7 axis may regulate negative feedback mechanisms by regulating IFN-stimulating genes and Ly6a and provides a threshold for excessive osteoclast-mediated bone loss (Fig. S11b).

**Fig. 8:**
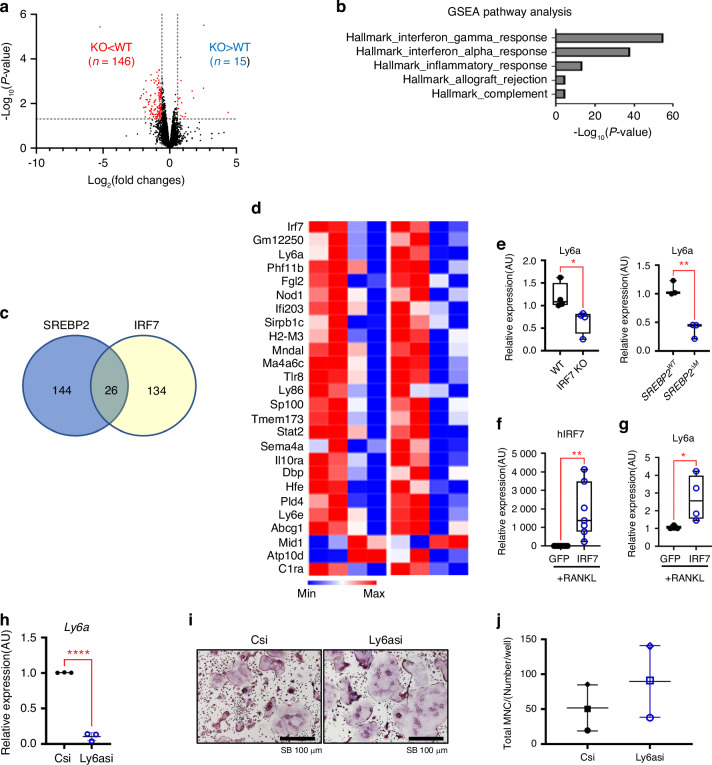
The SREBP2-IRF7 axis regulates 26 overlapping genes. **a** Volcano plot of RNA-seq analysis of differentially expressed genes (DEGs). Blue dots represent significantly differentially regulated genes (*P* < 0.05, fold changes >1.5). **b** Gene Set Enrichment Analysis (GSEA) of DEG in 7 a. **c** Venn diagram showing genes commonly regulated by SREPB2 and IRF7. **d** Heatmap of overlapped genes in DEGs shown in 5 a and 7 a. **e** *Ly6a* mRNA levels were assessed in wildtype, IRF7 knockout, *SREBP2*^*WT*^, and *SREBP2*^*∆M*^ BMMs after 3 days of RANKL (50 ng/mL) treatment. **f** *IRF7* mRNA levels were assessed after adenoviral overexpression of GFP control or 3xHA_GFP_IRF7 (IRF7) in mouse BMMs stimulated with RANKL (50 ng/mL). **g** *Ly6a* mRNA levels were assessed after adenoviral overexpression of GFP control or 3xHA_GFP_IRF7 (IRF7) in mouse BMMs stimulated with RANKL (50 ng/mL). **h** *Ly6a* mRNA levels were assessed from control siRNAs (Csi) or ly6a siRNAs (Ly6asi) transfected BMMs. **i** Osteoclastogenesis assay. Csi or Ly6asi transfected BMMs were cultured with RANKL (50 ng/mL). Representative images were shown. Scale bars: 100 µm. **j** TRAP-positive cells with 3 or more nuclei were counted. All data are shown as median and interquartile range. n.s., not significant; *P < 0.05; **P < 0.01 by paired *t*-test (e,f,g,h,j). All data are from two biological replicates (**a**–**d**) or at least 3 independent experiments (**e**–**h**, **j**)

## Discussion

Chronic inflammation breaks the fine balance between bone resorption by osteoclasts and bone formation by osteoblasts, leading to pathological bone loss.^27^ The tight regulation of osteoclasts is important for averting excessive bone destruction in pathological conditions, including chronic inflammation. Although several negative feedback mechanisms in osteoclasts have been proposed, the current understanding of the negative feedback mechanisms in osteoclasts is limited and focuses on the early stage of osteoclastogenesis. In this study, we have identified the SREBP2-IRF7 axis as a novel negative feedback loop in the late phase of osteoclastogenesis. Our in vitro and in vivo evidence using osteoclast precursor cell-specific deletion of SREBP2 demonstrated that ablation of SREBP2 accelerated both the differentiation and activity of osteoclasts, resulting in reduced bone mass in *SREBP2*^*ΔM*^ mice. Moreover, we also showed that SREBP2 deficiency promoted in vivo osteoclastogenesis and associated inflammatory bone destruction in both a TNF-α-induced supracalvarial bone loss model and a K/BxN serum-induced arthritic model. Taken together, our findings reveal the role of SREBP2 in suppressing osteoclastogenesis and protecting against inflammatory bone destruction.

Our study identifies SREBP2 as a negative regulator at the late phase of osteoclastogenesis. Balancing positive and negative feedback mechanisms during osteoclastogenesis warrants controlled osteoclast formation and activity. Our in vivo model of myeloid cell-specific deletion of SREBP2 displayed a reduced BV/TV and diminished osteoclast number per bone surface (Fig. 1). There was a trend towards a decrease and significant decrease in Tb.Th (trabecular thickness) in the femur of female and male *SREBP2*^*ΔM*^ mice compared to control mice, respectively, suggesting that SREBP2 deficiency may contribute to changes in bone mass by enhancing osteoclast activity and affecting trabecular thickness.

The activity of SREBP2 is regulated by SCAP. However, SCAP influences the activity of all three isoforms of SREBPs. Accordingly, betulin, which is a SCAP inhibitor, also suppresses the activity of all three isoforms of SREBPs. Intriguingly, the treatment with betulin had a biphasic effect on osteoclast formation (Fig. 5e, f). When betulin was used in the early phase of osteoclast formation, it suppressed the process. However, when betulin was applied in the late phase, it enhanced osteoclast formation. Consistently, cells from SCAP-Cathepsin K cre mice (Fig. 5g–i), which may mimic the inhibition of SCAP at the later phase of osteoclastogenesis, showed enhanced osteoclastogenesis compared to control cells, supporting that targeting SCAP activity at the later osteoclast stages promotes osteoclast differentiation. We found that SREBP1 expression was initially high but decreased during osteoclast formation, while SREBP2 expression was induced in the later stage of the process (Fig. 5a). Our data suggest that SREBP2 might be the primary target of betulin in the later stages of osteoclast formation. Of note, to directly test the role of SREBP2 in the later stage of osteoclastogenesis, we attempted to generate SREBP2 flox/flox Cathepsin K cre mice. However, SREBP2-deficient cathepsin K cre homozygote mice were not born, suggesting the critical role of SREBP2 in cathepsin K-positive cells. As SREBP1 was dominant in the early stage of osteoclast formation, it is likely that betulin primarily affects SREBP1 in the early phase of osteoclast formation. Our findings indicate that targeting SREBP1 may suppress osteoclast formation; however, further study is needed to determine the effect of SREBP1 on osteoclastogenesis. Taken together, these results suggest that despite constant SCAP expression, the activity of SREBPs is fine-tuned, and their effect on osteoclastogenesis is also tightly regulated.

The importance of cholesterol metabolism in osteoclasts has been well appreciated and cholesterols positively regulate osteoclastogenesis.^14^ The SCAP-SREBP2 axis regulates the expression of genes related to cholesterol biosynthesis.^11^ Indeed, gene expressions in the cholesterol biosynthesis pathway were significantly decreased in SREBP2-deficient BMMs. However, we found that myeloid cell-specific SREBP2 deficiency has little effect on the intracellular cholesterol level when they differentiate into osteoclasts in vitro. 

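In macrophages kept in M-CSF, before any RANKL, genes of cholesterol biosynthesis were already lower without SREBP2, with 19 of 20 below 0 and a median log2 fold change of -1.23. At an adjusted p under 0.05 in edgeR 4 fell, and 17 were lower when adjusted over the list alone. Sqle fell from 159 ± 27.6 to 29.0 ± 2.40 CPM (SD, n = 2), with a log2 fold change of -2.45 (standard error 0.22, edgeR adjusted p = 0.00867), and the lanosterol demethylase gene Cyp51 from 122 ± 21.3 to 25.8 ± 2.26 CPM, with a log2 fold change of -2.24 (standard error 0.26, edgeR adjusted p = 0.0494). The ketosteroid reductase gene Hsd17b7 fell too, with a log2 fold change of -1.45 (standard error 0.16, edgeR adjusted p = 0.0312). Camera gave the set an adjusted p of 1.3e-122, and adjusted p = 0.033 with an estimated correlation. Sterol-regulated uptake and transport was lower too (camera, adjusted p = 4.6e-11, and adjusted p = 0.169 with an estimated correlation). So were neutrophil markers, with 9 of 9 below 0 (adjusted p = 2.9e-16, and adjusted p = 0.096 with an estimated correlation), among them S100a8 at 25.3 ± 12.5 against 56.2 ± 4.20 CPM. For the interaction of SREBP2 deficiency with RANKL, limma's camera gave the pathway an adjusted p = 0.537. In all, 6 genes passed the adjusted threshold, including Srebf2 and Rpl3-ps1, and 83 the paper's thresholds, against 67 and 238 with no filter on low counts. With any single library of these 2 groups left out, 2 or 3 genes passed. The adjusted p of Sqle was 0.274 and 0.209 without SREBP2dM replicates 1 and 2 and 0.0738 without control replicate 2. Those of Cyp51 and Hsd17b7 were between 0.173 and 0.564. The paper sets the lower mRNA of this pathway against intracellular cholesterol, on which it reports little effect of SREBP2 deficiency as the cells become osteoclasts. It proposes that SREBP2 regulates osteoclasts independently of its role in cholesterol synthesis.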

Similar results were observed in a previous publication investigating the intracellular cholesterol pool of SCAP-deficient BMMs; the contribution of cholesterol synthesis to total cholesterol pools was less than 5% in WT BMMs, and there were no significant changes in total cholesterol pools in SCAP-deficient BMMs despite the reduced cholesterol synthesis in SCAP-deficient BMMs.^28^ These results suggest that the SCAP-SREBP2 axis-mediated cholesterol synthesis has a limited effect on total cholesterol pools in BMMs due to the high influx of cholesterols. Thus, despite the pivotal role of SREBP2 in cholesterol synthesis pathway gene expression, it is possible that the modulatory role of SREBP2 in osteoclasts is the activation of a novel negative feedback pathway and is independent of its role in cholesterol biosynthesis.

Our results show that IRF7 contributes to the negative feedback loops that modulate osteoclast differentiation. IRF7 has been reported as the master regulator of type I IFN pathways and its involvement in IFN-β production has been well established.^26,29^ Higher expression of IRF7 and/or IFN-β is associated with a lower risk of bone metastasis in breast and prostate cancer,^30,31^ but the role of IRF7 in osteoclastogenesis, to our knowledge, has not been shown yet. IFNs are a well-established negative regulator of osteoclastogenesis^6,24,32^ and an inducer of IRF7.^29^ RANKL stimulation induces IFNβ production through the transcription factor c-FOS, a key transcription factor of osteoclastogenesis,^6^ and, in turn, IFNβ suppressed c-FOS expression at the early stage of osteoclastogenesis, leading to inhibiting osteoclast differentiation.^6,33,34^ IFNγ is also known as a negative regulator of osteoclast differentiation by inducing TRAF6-degradation downstream of RANK.^24^ and/or diminishing RANK expression.^35^ Accordingly, mice deficient in essential components of the IFN pathways including IFNAR1, STAT, IRF1, or IRF9, exhibited reduced bone density and increased osteoclastogenesis.^6,32,36^ A recent report has also shown that IFN-stimulated genes (ISGs) including guanylate-binding proteins (GBPs)^32^ and ISG15^37^ negatively regulate inflammatory bone loss. Our study showed that IRF7 is a negative regulator of osteoclast differentiation, emphasizing the role of ISGs in osteoclastogenesis. While IRF7 was minimally present in the early phase of osteoclasts, its expression was evident in the late phase of osteoclastogenesis and was induced by SREBP2, suggesting the synergistic activation of IRF7 by SREBP2 and IFN responses during osteoclastogenesis. 

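Interferon-stimulated genes that rise with RANKL were defined from the LysM-Cre control cells of the SREBP2 experiment, which share no library with the IRF7 comparison. Of 53 genes of the 2 interferon lists tested in both experiments, 7 rose with RANKL at an adjusted p under 0.05 in edgeR: Ifi27l2a, Tor3a, Gbp2, Gbp3, Gbp5, Gbp7 and Irf1. Irf1 encodes a transcription factor and the Gbp genes guanylate-binding proteins of host defence. With RANKL, Gbp7 rose by a log2 fold change of 2.46, Gbp2 by 1.41, Ifi27l2a by 0.82 and Irf1 by 0.67. These 4 are given after their values were seen. In IRF7-deficient osteoclasts all 7 had a log2 fold change below 0, with a median of -0.69. Ifi27l2a, an interferon-inducible gene, was at -1.95 (standard error 0.43, edgeR adjusted p = 0.745) and was the single gene past the paper's thresholds. Gbp2 was at -0.69, Irf1 at -0.44 and Gbp7 at -0.16, the last turning to 0.07 without IRF7-deficient replicate 2. At the adjusted threshold edgeR's quasi-likelihood test called 0 of the 7 lower, with 2 at an unadjusted p under 0.05, the likelihood ratio test 1 and DESeq2 1. Of the other genes of the 2 lists, all 8 that fell with RANKL and 31 of the 38 without a call were lower at the paper's thresholds in IRF7-deficient osteoclasts; the difference between these groups was not tested. Defined instead from the WT cells of the same experiment, 6 rose (Gbp2, Gbp3, Gbp5, Gbp7, Gbp9 and Cxcl10) and 2 of these were lower at the paper's thresholds. Simulated libraries with no effect of IRF7 deficiency gave a mean of 0.45 lower genes of 7.7 that rose, and at most 2, the number seen. The call of Irf1 as rising with RANKL was lost without LysM-Cre macrophage replicate 2 or without osteoclast replicate 1 or 2. Which genes rose also rests on the 2 LysM-Cre macrophage libraries. Oasl2 was at 152 CPM in replicate 1 and 42.4 CPM in replicate 2, while Psmb8 was at 133 and 129 CPM. Where a count below exceeds 7, the genes that rose differ as well, and their number is not given here. The genes lower at the paper's thresholds numbered 2 by DESeq2, 3 by the likelihood ratio test, 6 by limma-voom, 3 by edgeR's newer quasi-likelihood method, an alternative chosen after seeing the data, and 9 with no filter on low counts. They numbered 12 without LysM-Cre macrophage replicate 1, 4 without IRF7-deficient osteoclast replicate 1 and 2 without WT osteoclast replicate 1.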

IRF7-deficiency suppressed a subset of RANKL-induced ISGs. However, the levels of IFNβ in osteoclasts were very low even when IRF7 was induced, and thus, we were not able to detect IFNB1 mRNA in our system. Our results raise the possibility that SREBP2 may augment the induction of IRF7, which can be mediated by low levels of IFNs during osteoclastogenesis. Since emerging evidence showed that ISGs can directly affect osteoclastogenesis,^32,37^ it is important to further characterize the underlying mechanisms of IFN-mediated negative feedback loops. In addition to ISGs, we also represented Ly6a as one of downstream targets of the SREBP2-IRF7 regulatory circuit of osteoclasts, along with 25 other overlapped genes, and the role of 26 overlapped genes in osteoclasts will be further investigated in a future study.

Recent studies have highlighted novel roles of SREBPs in innate and adaptive immune responses. Immune cells bring in SREBPs-regulated lipid metabolism to control its effector function in natural killer cells and to induce trained immunity in T cells.^38,39^ In addition, SCAP/SREBPs can regulate type I IFN signaling and inflammasome in macrophages.^28,40^ and SREBP2 promotes inflammatory macrophage polarization by inducing inflammatory and IFN response genes in primary human macrophages.^13^ However, the effect of SREBP2 on inflammatory response using the genetic model has not been investigated up to date. Although SREBP2 deficiency further enhanced osteoclastogenesis under inflammatory conditions, the expression of inflammatory cytokines was not significantly different between *SREBP2*^*ΔM*^ cells and control cells after LPS stimulation. However, we haven’t tested all other inflammatory responses, and our experimental sample size was limited, potentially resulting in underpowered variation. Therefore, further research is necessary to make conclusive statements about the role of SREBP2 in inflammatory responses.

In our study, we demonstrated for the first time that the SREBP2-IRF7 axis provides negative feedback toward the maturation of fully functional osteoclasts and plays an important role in pathological bone destruction. These results changed the way we think about the cellular role of SREBP2 and introduced the concept that a transcription factor typically dedicated to a metabolic pathway can be repurposed by RANKL stimulation to assume direct bone remodeling, especially in chronic inflammatory arthritis.

## Materials and methods

### Mice

Lysozyme M promoter-driven Cre transgene on the C57/BL6 background mice (known as LysMcre mice) and *SREBP2*^*flox/flox*^ mice were purchased from The Jackson Laboratory. LysMcre mice were crossed with *SREBP2*^*flox/flox*^ mice to generate *Srebp2*^*fl/fl*^ *LysM-Cre* (referred to as *SREBP2*^*ΔM*^) and *Srebp2*^*+/+*^ *LysM-Cre* (referred to as *SREBP2*^*WT*^) mice. Cathepsin K promoter-driven Cre transgene on the C57/BL6 background mice (known as CtsKcre mice) were obtained from Dr. Takashi Nakamura.^41^ *SCAP*^*flox/flox*^ mice were also purchased from The Jackson Laboratory. CtsKcre mice were crossed with *SCAP*^*flox/flox*^ mice to generate *SCAP*^*fl/fl*^ *CtsK-Cre* (referred to as *SCAP*^*ΔOC*^ mice). IRF7 deficient mice were obtained from Dr. Deng.^26^ Oligonucleotide sequences for genotype OCR are in Table S2. All animals were housed in a specific pathogen-free environment in the Weill Cornell Medicine vivarium and all the experiments conformed to the ethical principles and guidelines approved by the Institutional and Animal Care and Use Committee of Weill Cornell Medical College and Sloan Kettering Cancer Institute (IACUC #2015-0065).

### Inflammatory bone destruction models

TNF-induced supracalvarial osteolysis model was performed as previously described. Briefly, recombinant human TNF-α was administrated daily injected at the dose of 40 µg/kg to calvarial periosteum of 12-week-old female control and *SREBP2*^*ΔM*^ mice for five consecutive days. For K/BxN serum-induced arthritis model, K/BxN serum was collected as previously described.^42^ In brief, 80 µL of K/BxN sera were administered intraperitoneally to 14-week-old C57/BL6 female mice on days 0 and 2 and the mice were euthanized on day 14 after daily monitoring and measuring the thickness of wrist and ankle joints using calipers. The thickness of joints (total of 4 per mouse) was summed up and described in the graph.

### Micro-CT and histomorphometry analysis

To analyze bone volume and architecture, μ-CT analysis was performed using micro-CT-35 instrument (Scanco Medical, Bruttisellen, Switzerland) as described previously,^43,44^ and all samples were included in the analysis conducted in a blinded manner. For μCT analysis, prior to decalcification, femurs were scanned by μCT, with an isotropic voxel resolution of 6 µm (μCT35, Scanco, Bruttisellen, Switzerland; 55kVp, 145μA, 600 ms integration time) to evaluate morphological changes in bone. Bone morphology in the femur was examined in two regions: the diaphysis and the metaphysis. For cortical bone, the volume of interest (VOI) encompassed cortical bone within a 100-slice section in the diaphysis. For trabecular bone, the VOI encompassed a 200-slice section in the metaphysis, proximal to the growth plate. To ensure exclusion of primary spongiosa in the growth plate, VOIs began 50 slices proximal to the median of the growth plate. Outcome parameters for cortical bone included thickness and tissue mineral density (TMD). Trabecular bone parameters included bone volume fraction (BV/TV), trabecular thickness (Tb.Th), trabecular spacing (Tb.Sp), and trabecular number (Tb.N.). 3D reconstructions were generated by stacking thresholded 2D images from the contoured region. To measure a bone formation rate, the dynamic bone labeling analysis was performed as previously described. In brief, calcein (Sigma) was dissolved in 2% NaHCO_3_ and administered twice at the dose of 10 mg/kg with a 5-day interval. The right femurs were fixed in 4% PFA for 4 days and decalcified for 2 days, followed by 10% sucrose solution overnight incubation at 4 °C. After embedding in Tissue-Tek OCT compound (Sakura Finetek), frozen section at 9 µm thickness was performed. After mice were euthanized, femurs, calvarial bones, hind paws, and ankles were collected for histologic assessment. The bones were fixed in 4% paraformaldehyde (PFA) for 4 days followed by decalcification in 10% EDTA (Sigma Aldrich) solution for 4 weeks. Paraffin embedded samples were subjected for 8–9 µm sectioning followed by TRAP staining and methyl green counterstaining (Vector Laboratories) for clear visualization of osteoclast and bone. Trabecular analyses were confined to the secondary spongiosa of femurs (excluding cortical bone), covering approximately 1.5 mm^2^ tissue area. For the supracalvarial osteolysis model, the analyses were restricted to the right parietal (where TNF-α injected), excluding frontal, interparietal, and occipital regions. For the K/BxN model, left tarsal bones were subjected to analyses, including the surfaces of cuneiforms, navicular, and cuboid. Multinucleated TRAP^+^ cells that adhered to the bone surface were considered osteoclasts. All measurements were performed using Osteometric software (Osteomeasure) following the standard procedure.^45^

### In vitro osteoclastogenesis

Mouse bone marrow macrophages (BMMs) were prepared as previously described.^43^ BMMs were committed to the pre-osteoclast lineage by treating them with 5% L929 cell supernatant, which served as a source of M-CSF conditioned medium (CM).^46^ In brief, flushed bone marrow cells from the femurs and tibiae were incubated for 1 min in ACK lysing buffer (Gibco) to remove red blood cells and cultured with CM for 3 days. Cultured cells were scraped, counted, and seeded at a density of 10^5^/mL in an appropriate plate (triplicate wells on a 96-well plate for TRAP staining, single to double wells on a 6-well plate for RNA, single to double wells on a 24-well plate for protein). 5% CM and RANKL (50 ng/mL, Peprotech) were added in α-MEM (Thermo Fisher Scientific) supplemented with 10% FBS (R&D systems), 1% glutamine (200 mmol/L, Thermo Fisher Scientific), and 1% pen/strep antibiotics (Thermo Fisher Scientific) to induce osteoclasts with every 2 days replenishment.

For human osteoclast differentiation assay, the procedures were followed by previously described method.^47^ This protocol was approved by the Hospital for Special Surgery Institutional Review Board (IRB #2019-0681). Briefly, peripheral blood mononuclear cells (PBMCs) were collected from blood leukocyte preparations purchased from the New York Blood Center by density gradient centrifugation with Ficoll (Thermo Fisher Scientific). Anti-CD14 magnetic beads (0.6 µL/10^6^ cells, Miltenyi Biotec) were used to select CD14^+^ monocytes. Cells were plated at a density of 10^6^/mL in an appropriate plate (triplicate wells on a 96-well plate for TRAP staining, single to double wells on a 6-well plate for RNA, single to double wells on a 24-well plate for protein). M-CSF (20 ng/mL, Peprotech) and RANKL (40 ng/mL, Peprotech) were added in α-MEM (Thermo Fisher Scientific) supplemented with 10% FBS (Hyclone, GE Healthcare Life Sciences) and 1% glutamine (200 mmol/L, Thermo Fisher Scientific) to induce osteoclasts. Cells seeded on the 96 plates were fixed and stained for TRAP using the Acid Phosphatase Leukocyte Diagnositic Kit (Sigma Aldrich). Multinucleated TRAP^+^ cells with 3 or more nuclei were considered as osteoclasts. For bone resorption pit assay, mouse BMMs were seeded at a concentration of 2 ×10^5^/mL in 96-well Corning Osteo Assay Surface Plates (Sigma). 5% CM and RANKL (50 ng/mL, Peprotech) were added in α-MEM supplemented with 10% FBS, 1% glutamine, and 1% pen/strep antibiotics to induce osteoclasts with every 2 days replenishment. Total culture days were 6 to 8 days for optimal resorption in the entire well. Cells were removed by 10% bleach solution followed by 1% toluidine blue staining for clear visualization of resorbed pits.

### Quantitative real-time PCR

RNeasy Mini Kit (Qiagen) with DNase treatment was used to prepare DNA-free RNA. 100–800 ng total RNA was reverse transcribed using the First Strand cDNA synthesis kit (Thermo Fisher Scientific) following the manufacturer’s protocol. Real-time PCR was performed in triplicate with Fast SYBR Green Master Mix (Applied Bisosystems) and ran on 7500 Fast Real-time PCR system (Applied Bisosystems). Human hypoxanthine guanine phosphoribosyl transferase (*Hprt*) and mouse TATA box-binding protein (*Tbp*) were used for housekeeping internal controls for human and mouse cells respectively. Oligonucleotide sequences are in Table S3.

### RNA-sequencing

Total RNA was prepared by an RNeasy Mini Kit with DNase treatment. 200 ng RNAs were used to construct mRNA libraries using TruSeq Stranded mRNA kits (Illumina). Multiplexed barcode adapters were ligated to the libraries following the manufacturer’s protocols. Samples that were passed quality control analysis by a Bioanalyzer 2100 (Agilent) were submitted to the Weill Cornell Medical College Genomics Resources Core Facility. Paired-end reads (50 × 2 cycles, ~75 × 10^6^ reads per sample) were obtained on an Illumina NovaSeq 6000.

### Immunoblotting

Whole cell lysates were collected using 1x Laemmli Sample Buffer (Bio-Rad), and nuclear lysates were prepared by Buffer A solution (10 mmol/L Hepes, 10 mmol/L KCl, 0.1 mmol/L EDTA, 0.1 mmol/L EGTA, 1 mmol/L DTT, 1x proteinase inhibitor cocktail). Then, boiled lysates were loaded onto 7.5% or 10% SDS-PAGE, followed by standard Western blotting protocols. Alpha-tubulin for whole cell lysates and Lamin B for nuclear lysates were used as loading control. Anti-SREBP2 (PA1-338) antibody was purchased from Thermo Fisher Scientific (Waltham, USA), anti-SREBP2 (ab30682) from Abcam (Cambridge, UK), and Lamin B (12987–1-AP) from Proteintech (Rosemont, USA).

### Cholesterol quantitation

An Amplex Red Cholesterol Assay Kit (Invitrogen) was used to perform cholesterol quantitation. In brief, 5 × 10^5^ cells were extracted with 100 µL of chloroform: isopropanol: NP-40/IGEPAL-CA-630 (7:11:0.1) in a Bioruptor (Diagenode) with 30 s on 30 s off on a high-power output for 10 cycles for homogenization. Then, samples were centrifuged at 13 000 × *g* for 10 min to remove insoluble materials. Next, organic phase was transferred to a new tube and air dried completely at 50 °C to remove chloroform and organic residues. Then, 1X reaction buffer (included in the kit) was added and further processed according to the manufacturer’s instructions. Fluorescence intensity was measured with Varioskan Flash Spectral Scanning (Thermo Scientific) and 5 × 10^5^ cells were subjected for DNA quantitation using a DNeasy Blood & Tissue Kit (Qiagen) for normalization.

### Fluorescence microscopy

BMMs from control and *SREBP2*^*ΔM*^ mice were cultured with M-CSF and RANKL for three days, and then, cells were fixed with 4% formaldehyde for 10 min. Next, cells were stained with Phalloidin-iFluor 568 for 20 min at room temperature, followed by Filipin (Sigma F9765) staining for 2 h at room temperature. Stained cells were viewed using the red and blue filters equipped in the ZEISS LSM 880 with Airyscan or Nikon Ni-E Eclipse microscope. Randomly chosen 5 fields with regions of interest (mature osteoclasts) were subjected to analysis with the QuPath (version 0.2.3) program for blue color intensity in osteoclasts.

### Adenoviral transduction

Recombinant adenoviral particles encoding human nuclear domain of SREBP2 with FLAG protein (Ad-CMV-2xFLAG-SREBP2) was custom built from Vector Biolabs and was also used in previous report.^13^ Recombinant adenoviral particles encoding human IRF7 with HA protein (Ad-GFP-h-IRF7.3xHA) was custom ordered from Vector Biolabs. Ad-CMV-GFP from Vector Biolabs was used as control adenoviral particles. For transduction experiment, mouse BMMs were seeded at a density of 2 ×10^5^ cells/mL on a 6 well plate with daily addition of M-CSF (40 ng/mL) for 2 days. Then, the complete media was exchanged to low serum media (2% FBS with no added glutamine and antibiotics) containing M-CSF (20 ng/mL), followed by adenoviral particles (150 MOI) addition. Human monocytes were seeded at a density of 2 × 10^6^ cells/mL on a 6 well plate with daily addition of M-CSF (40 ng/mL) for 4 days. Then, the complete media was exchanged to low serum media (2% FBS with no added glutamine) containing M-CSF (20 ng/mL), followed by adenoviral particles (30 MOI) addition. The plates were centrifuged at 1 600 r/min for 30 min at room temperature. After 12 h of transduction, fresh complete media was replaced and incubated for >8 h before further process. The green fluorescent was monitored for efficiency of transduction.

### RNA interference

0.4 nmol of siRNA oligonucleotides targeting SREBP2 (Dharmacon Cat#L-009549-00-0005) or Ly6a (Dharmacon Cat#L-063198-00-0005) were nucelofected in human CD14^+^ monocytes using a Nucleofector kit (Lonza) as previously described.^48^ Human Monocyte Nucleofector buffer and the AMAXA Nucleofector System (Lonza) program Y001 were used following the manufacturer’s instructions.

### Chromatin immunoprecipitation

ChIP experiments were performed as previously described. After cells were cultured with M-CSF and RANKL, cells were fixed with 1% formaldehyde (Thermo Scientific) for 5 mins. 0.125 mol/L glycine was added for quenching the formaldehyde residues. Next, cells were lysed/washed and sonicated sequentially using LB1, LB2, and LB3 (LB1, 50 mmol/L HEPES-KOH, pH 7.5, 140 mmol/L NaCl, 1 mmol/L EDTA, 10% glycerol, 0.5% NP-40 and 0.25% Triton X-100; LB2, 10 mmol/L Tris-HCl, pH 8.0, 200 mmol/L NaCl, 1 mmol/L EDTA and 0.5 mmol/L EGTA; LB3, 10 mmol/L Tris-HCl, pH 8.0, 100 mmol/L NaCl, 1 mmol/L EDTA, 0.5 mmol/L EGTA, 0.1% sodium deoxycholate and 0.5% N-lauroylsarcosine). Nuclear lysates were sonicated with Bioruptor using a cycle with 30 s on 30 s off on a high-power output for 8 cycles. The sonicated samples were centrifuged at 20 000 × *g* for 15 min at 4 °C. Supernatants were collected and 5% of supernatants were saved as input and DNA analysis and the rest was incubated overnight with 5 µg of anti-FLAG M2 antibody at 4 °C (Sigma Aldrich) on a rotator. After overnight incubation, the magnetic beads were washed in ice-cold condition as follow (once in low salt buffer, 150 mmol/L NaCl, 0.5% Na deoxycholate, 0.1% SDS, 1% Nonidet P-40, 1 mmol/L EDTA pH 8.0, 50 mmol/L Tris HCl pH 8.0; once in high salt buffer, 500 mmol/L NaCl, 0.5% Na deoxycholate, 0.1% SDS, 1% Nonidet P-40, 1 mmol/L EDTA pH 8.0, 50 mmol/L Tris HCl pH 8.0; once in LiCl wash buffer, 100 mmol/L LiCl, 0.5% Na deoxycholate, 0.1% SDS, 1% Nonidet P-40, 1 mmol/L EDTA pH 8.0, 50 mmol/L Tris HCl pH 8.0; once in TE wash buffer, 10 mmol/L Tris-HCl pH 8.0, 1 mmol/L EDTA, 50 mmol/L NaCl). Then, DNA was eluted with elution buffer (50 mmol/L Tris-HCl pH 8.0, 10 mmol/L EDTA, 1% SDS) with added 0.3 mol/L NaCl and incubated for overnight at 65°C. Next day, the samples were incubated with Rnase for an hour at 37 °C followed by Proteinase K incubation for 2 h at 55 °C. Then, the DNA was purified with PCR purification kit (Qiagen) and subjected for quantitative Real-Time PCR assays.

### Pathway analysis using GSEA

Gene set enrichment analysis (GSEA) is used for analyzing the differentially expressed genes.^49^ Hallmark gene sets in MSigDB (molecular signature data base) were used for the analysis. Pathways were ranked based on *P* values.

### Statistics

Data are presented as the mean ± SD of biological replicates. Animals for each experiment were randomly selected for further treatments. An unpaired two-tailed Student’s *t* test was used to assess differences between two groups. One-way or two-way analysis of variance with post hoc Bonferroni or Tukey’s test was used for analyses of multiple groups. All statistical tests were performed using GraphPad Prism 8 (GraphPad Software). A *P* value of less than 0.05 was considered statistically significant.

### Study approval

Animal experiments were performed in compliance with ethical regulations and approved by the Hospital for Special Surgery and Weill Cornell Medical College Institutional Animal Care and Use Committee (IACUC #2015-0065). The protocol for human osteoclast differentiation assay was approved by the Hospital for Special Surgery Institutional Review Board (IRB #2019-0681).

### Supplementary information

Supplemental material

## Data Availability

The bulk RNA-seq datasets that were generated by the authors as part of this study have been deposited in the Gene Expression Omnibus database with the accession code GSE172007. The data can be accessed via https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE172007.

# Supplementary material for: SREBP2 restricts osteoclast differentiation and activity by regulating IRF7 and limits inflammatory bone erosion
**Source:** Bone Res. 2024 Aug 27;12:48. doi: 10.1038/s41413-024-00354-4
**Supplement:** Supplementary file 1 — Supplemental material

## Slide 1

Supplemental material
SREBP2 restricts osteoclast differentiation and activity by regulating IRF7 and limits inflammatory bone erosion.
Haemin Kim, In Ah Choi, Akio Umemoto, Seyeon Bae, Kaichi Kaneko, Masataka Mizuno, Eugenia Giannopoulou, Tania Pannellini, Liang Deng, and Kyung-Hyun Park-Min
Supplementary Figures 2-12
Supplementary Tables 13-15

## Slide 2

a
b
c
d
SB 1 mm
SB 1 mm
e
SB 1 mm
SB 1 mm
g
f
SB 200 µm
SB 200 µm
h
Fig. S1 SREBP2 deficiency does not affect body weight and femur length in both female and male a Body weight was measured from 12-week-old SREBP2WT and SREBP2∆M mice (n ≥7). b Femur length was studied by measuring the top of femoral head to the end of distal epiphysis in 12-week-old SREBP2WT and SREBP2∆M mice (n ≥8). All data are shown as mean±SD. (c-d) MicroCT scan analysis in 12-week-old male mice. c, e Representative 3D images of trabecular (upper, c) and cortical (lower,e) bone of distal femurs were shown. Scale bars: 10 mm. d Trabecular bone parameters. Bone volume/ tissue volume (Tb. BV/TV), trabecular space (Tb. Sp), trabecular thickness (Tb.Th), and trabecular numbers (Tb.N). *; p<0.05 by two-tailed, unpaired t-test. f. Cortical bone parameters. Bone volume/ tissue volume (BV/TV), Cortical porosity g. Representative images of femurs. Decalcified sections of distal femurs of SREBP2 WT and SREBP2∆M mice were shown after TRAP staining. Methyl Green staining was followed to indicate bone. Scale bars: 200 µm. f The osteoclast surface per bone surface (Oc. S/BS), the number of osteoclasts per bone perimeter (N. Oc/B.Pm), eroded surface per bone surface (ES/BS) were quantified. *; p<0.05, **; p<0.01, ***; p<0.001, ****; p<0.0001 by two-tailed, unpaired t-test.

## Slide 3

Fig. S2. Cell counts of subgroups of multinuclear TRAP+ osteoclasts with 3-10, 10-20 or more than 20 nuclei, from SREBP2WT and SREBP2∆M BMMs. All data are shown as mean ± SD. *p < 0.05; by two-way ANOVA with multiple comparisons.

## Slide 4

Srebf2
a
RANKL+TNFα
b
N_SREBP2
50 kDa
75 kDa
LaminB
D0 D1 D2 D3
RANKL + TNFα
Fig. S3 SREBP2 expression during osteoclastogenesis in inflammatory condition. BMMs from C57/BL6 female mice were cultured for 3 days with RANKL (50 ng/ml) with or without TNFα (20 ng/ml). mRNA (a) and protein (b) expression of SREBP2 were shown in the indicated times (D: days after RANKL stimulation). All data are shown as mean ± SD. *; p<0.05, **; p<0.01 by two-tailed, unpaired t-test (a). All data are from at least 3 independent experiments.

## Slide 5

a
SREBP2WT
SREBP2∆M
*
b
Day 14
ns
ns
SREBP2WT
SREBP2∆M
SREBP2∆M
SREBP2WT
Fig. S4 Slower recovery of inflammation is observed at the endpoint of the experiment (Day 14) in the SREBP2-deficient group of the K/BxN serum-induced arthritis model but with no statistical differences. a Representative images of Hematoxylin & Eosin-stained ankle joints of SREBP2WT and SREBP2∆M mice. Inflammation and pannus-like tissue around the ankle joint. Tibio-talar and most tarsal bones are involved. Yellow boxes and inset arrows indicate erosions of ankle bones. Green boxes and inset asterisks indicate fibro-vascular components and inflammatory cells. Scale bars: 50 µm (inset), 200 µm (outset). B Histological grade assessment of inflammation and pannus formation in SREBP2WT and SREBP2∆M mice at the end point of the experiment (Day 14) (n=6). All data are shown as mean±SD. ns, not significant; *; p<0.05 by two-tailed, unpaired t-test (b).

## Slide 6

a
b
c
0
1
6
3
LPS (hrs)
0
1
6
0
1
6
3
3
Fig. S5 Comparison of the inflammatory cytokine expression in SREBP2∆M and SREBP2∆WT BMMs. SREBP2∆M and SREBP2∆M/+ BMMs were stimulation with lipopolysaccharides (LPS) 10 ng/ml. mRNA expression of IL-6(a), IL-1β(b) and TNFα(c) after 0h, 1h, 3h, and 6hr after LPS stimulation (n=7). All data are shown as mean ± SD. Not significant by Two-way ANOVA with post-hoc analysis.

## Slide 7

b
a
c
d
e
F
f
Fig. S6 SCAP/SREBPs inactivation with PF429242 in late stage accelerates osteoclast differentiation a A schematic picture of action site for PF429242. b Representative images of TRAP-stained cells (left) and numbers of TRAP-positive osteoclasts (right) are shown. Mouse BMMs were stimulated with RANKL (50 ng/ml) to induce osteoclasts. 0 to 10 µM of PF429242 were tested. Drug treatment plans are indicated as #1, #2, #3, and #4. Scale bars: 100 µm. c Immunoblots of nuclear lysates using anti-SREBP2, Lamin B, and α-tubulin antibodies. Lamin B and α-tubulin served as loading controls for nuclear lysates and cytosolic fractions, respectively. d Immunoblots of whole cell lysates using anti-integrin-beta3 (ITGβ3), and α-tubulin antibodies. α-tubulin served as a loading control. e Human CD14+ monocytes were stimulated with RANKL (40 ng/ml) to induce osteoclasts. Representative images of TRAP-stained cells (left) and numbers of TRAP-positive osteoclasts (right) are shown. 0 to 10 µM of PF429242 were tested for #4 treatment plan. f Immunoblots of nuclear lysates using SREBP2, Lamin B, and α-tubulin antibodies. Lamin B served as a loading control. α-tubulin served as an indicator of cytosolic contamination.

## Slide 8

a
b
c
Filipin
Phalloidin merged
Day3
Mice BMM
SREBP2ΔWT
SREBP2ΔM
Fig. S7 Mouse BMMs or human CD14+ monocytes stimulated with RANKL for 3 days were subjected to intracellular cholesterol measurement.
a Mouse BMMs stimulated with RANKL (50 ng/ml) for 3 days were subjected to measurements of free cholesterol per 1 µg DNA, total cholesterol per 1 µg DNA, and total cholesterol per control (unstimulated cells). b Human CD14+ monocytes stimulated with RANKL (40 ng/ml) for 3 days were subjected to measurement of total cholesterol per control (unstimulated cells). Different symbols indicate sets of independent biological repeated experiments (a).
c SREBP2WT and SREBP2∆M BMMs stimulated with RANKL (50 ng/ml) for 3 days were subjected to intracellular cholesterol measurement. Representative images of osteoclasts labeled with filipin (blue) and phalloidin (red) were shown to detect intracellular free cholesterol and mature osteoclasts, respectively. A bar graph showing the quantitation of blue fluorescence intensity of osteoclasts from randomly chosen fields from five independent experiments (left) (n=5).
All data are shown as mean±SD. n.s., not significant by two-tailed unpaired t-test.

## Slide 9

a
b
Day 3
Day 0
Day 1
Day 2
IRF7
LaminB
Fig. S8 IRF7 maintains its expression and nuclear location during osteoclastogenesis. a Irf7 mRNA levels were assessed from mouse BMMs cultured with RANKL (40 ng/ml) for indicated days. b Nuclear IRF7 protein levels were assessed from mouse BMMs cultured with RANKL (40 ng/ml) for indicated days. Different symbols indicate sets of independent biological repeated experiments (a).

## Slide 10

b
a
b
WT
IRF7 KO
d
c
d
c
e
e
f
f
Fig. S9 IRF7 does not change the bone mass but protects from excessive osteoclastogenesis. (a, b) Histological assessment of femurs from 9-week-old female IRF7 KO and WT mice (n= 6 per group) a Representative images. Decalcified sections of distal femurs of IRF7 KO and WT mice after TRAP staining. Methyl Green staining was followed to indicate bone. Scale bars: 200 µm. b The osteoclast surface per bone surface (Oc. S/BS), the number of osteoclasts per bone perimeter (N. Oc/B.Pm), and eroded surface per bone surface (ES/BS) were quantified. (c-f) Femurs from 9-week-old female IRF7 global knockout (KO) and wildtype control (WT) mice were subjected to microCT scan analysis (n=6) (c, e) Representative 3D images of trabecular bone (c) or cortical bone (e) of distal femurs were shown. Scale bars: 1 mm. d Trabecular bone parameters. Bone volume/ tissue volume (Tb. BV/TV), trabecular space (Tb. Sp), trabecular thickness (Tb.Th), and trabecular numbers (Tb.N). f cortical bone parameters. Bone volume per tissue volume and porosity (%).

## Slide 11

a
b
c
Virus
GFP
IRF7
SREBP2 WT
SREBP2 ΔM
SREBP2
IRF7
GFP
IRF7
IRF7
GFP
WT
SREBP2KO
SB 100µm
SB 100µm
Figure S10. SREBP2 suppresses osteoclastogenesis via IRF7.
a-b. Osteoclastogenesis assay. SREBP2WT and SREBP2∆M BMMs transduced with adenoviruses harboring GFP control or 3xHA_GFP_IRF7 (IRF7) were cultured with RANKL (50 ng/ml). a Representative images were shown. Scale bars: 100 µm. b TRAP-positive cells with 3 or more nuclei were counted.
c A schematic diagram showing that SREBP2 is an upstream regulator of IRF7.
All data are shown as median and interquartile range. n.s., not significant; *p < 0.05; **p < 0.01; ***p < 0.001 by two-way ANOVA with multiple comparisons (b). All data are from at least 3 independent experiments.

## Slide 12

a
b
Fig. S11 SREBP2-IRF7 axis exists in osteoclast a Ifnb mRNA levels were assessed after adenoviral overexpression of GFP control or 3xHA_GFP_IRF7 (IRF7) in mouse BMMs stimulated with RANKL (40 ng/ml). b A schematic diagram describing the SREBP2-IRF7 axis in osteoclast. ISGs (interferon-stimulated genes). All data are shown as mean±SD. *; p<0.05 by two-tailed, unpaired t-test. Different symbols indicate sets of independent biological repeated experiments (a).

## Slide 13

Table S1 Overlapped genes shown in Fig. 7c (log2CPM)

## Slide 14

Table S2 Oligonucleotides for genotype PCR
| Mouse SCAP genotype primers: F:5’-GCTCTGCGCATCCTATCCAATTCCC-3’ R:5’-CAGCCGGCAAGTAACAAGGGATCCG-3’ |
| --- |
| Mouse SREBP2 genotype primers: 37077 (Common) 5’-GGTGGCTGAGGAGTCGTG-3’ 37078 (Wild type reverse) 5’-CAGTCAATCCCGAAAAGAGC-3’ oIMR6773 (Mutant reverse) 5’-TGGCTACCCGTGATATTGCT-3’ |
| Mouse LysM genotype primers: LysM\_ oIMR3066 5’-CCCAGAAATGCCAGATTACG-3’ LysCom\_oIMR3067 5’-CTTGGGCTGCCAGAATTTCTC-3’ LysWt\_oIMR3068 5’-TTACAGTCGGCCAGGCTGAC-3’ |
| Mouse Ctsk genotype primers: CtsK-P1 5’-TTATTCCTTCCGCCAGGATG-3’ CtsK-P2 5’-TTGCTGTTATACTGCTTCTG-3’ CtsK-P3 5’-TAGTTTTTACTGCCAGACCG-3’ |

## Slide 15

Table S3. Oligonucleotides used in Quantitative Real-Time PCR
| qPCR human HPRT primers: F:5’- GACCAGTCAACAGGGGACAT-3’ R:5’- CCTGACCAAGGAAAGCAAAG-3’ |
| --- |
| qPCR human IRF7 primers: F:5’-ATGGGCAAGTGCAAGGTGTA-3’ R:5’-ACCAGCTCTTGGAAGAAGACTC-3’ |
| qPCR mouse Tbp primers: F:5’-AGAACAATCCAGACTAGCAGCA-3’ R:5’-GGGAACTTCACATCACAGCTC-3’ |
| qPCR mouse Scap primers: F:5’-TGGAGCTTTTGAGACTCAGGA-3’ R:5’-TCGATTAAGCAGGTGAGGTCG-3’ |
| qPCR mouse Srebp2 primers: F:5’-GCAGCAACGGGACCATTCT-3’ R:5’-CCCCATGACTAAGTCCTTCAACT-3’ |
| qPCR mouse Integrinβ3 primers: F:5’-CCGGGGGACTTAATGAGACCACTT-3’ R: 5’- ACGCCCCAAATCCCACCCATACA-3’ |
| qPCR mouse Oscar primers: F:5’-TGGCGGTTTGCACTCTTCA-3’ R:5’-GATCCGTTACCAGCAGTTCCAGA-3’ |
| qPCR mouse Nfatc1 primers: F:5’-CCCGTCACATTCTGGTCCAT-3’ R:5’-CAAGTAACCGTGTAGCTCCACAA-3’ |
| qPCR mouse Hmgcr primers: F:5’-AGCTTGCCCGAATTGTATGTG-3’ R:5’-TCTGTTGTGAACCATGTGACTTC-3’ |
| qPCR mouse Hmgcs primers: F:5’-AACTGGTGCAGAAATCTCTAGC-3’ R:5’-GGTTGAATAGCTCAGAACTAGCC-3’ |
| qPCR mouse CD74 primers: F:5’TTGCTGATGCGTCCAATGTC3’ R:5’GGGTCATGTTGCCGTACTTG3’ |
| qPCR mouse Ly6a primers: F:5’-GGAGGCAGCAGTTATTGTGG-3’ R:5’- GGAACTGCTACATTGCAGAGG-3’ |
| qPCR mouse Ly6e primers: F:5’GAACAGCTACTGCTGCCAAA3’ R:5’GTAGTGGGATACTGGCACGA3’ |
| qPCR mouse Irf7 primers: F:5’-CCCCAGGATCATTTCTGGCA-3’ R:5’-AGGGTTCCTCGTAAACACGG-3’ |
| ChIP-qPCR human HBB promoter primers: F:5’-GAGGGCTGAGGGTTTGAAGT-3’ R:5’-TGCTCCTGGGAGTAGATTGG-3’ |
| ChIP-qPCR human DHCR24 promoter primers: F:5’-GGGGAGAAAAGGGTGGAG-3’ R:5’-GTTCGCGCCTCCTGTC-3’ |
| ChIP-qPCR human IRF7 promoter primers: F:5’- CGCGCCGCCTGTTCTTATTA-3’ R:5’- GCCCTCCACTCCTCCCTACT-3’ |

How the deposited data were processed for this re-analysis (not part of the article)

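RNA-seq of mouse BMMs was used from 16 libraries in 2 experiments, each with 2 genotypes, 2 treatments (M-CSF alone or M-CSF with RANKL for 3 days) and 2 libraries per group. The count values, as deposited by the authors, are whole numbers of reads per gene with no normalization, made with bcl2fastq 1.8.4, fastp and STAR 2.7.3a on mm10. The tool that assigned reads to genes, its strand setting and the annotation release are not given in the sources used here. A second sheet of each workbook holds the counts of the genes that the authors kept, which were checked to be the genes with a fitted group level of at least 3 CPM in at least 1 group. The log2 values, as deposited by the authors, are log2 CPM of the kept genes with a prior count of 0.25, and these were used only to check the filter and the unit. Gene coordinates are those deposited with the counts. All gene identifiers of both tables, 21497 and 22001, are in GENCODE mouse release 21, which has the same coordinates for 20998 and 21494 of them. Sample conditions were taken from the deposited labels, and Srebf2 and Irf7 levels in each library were checked against them.

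Library totals ran from 7703178 to 13387849 counts in the SREBP2 experiment and from 8178505 to 12746916 in the IRF7 experiment. The common coefficient of biological variation was 0.150 and 0.152. Each experiment was fitted by itself in edgeR 4.0.16 (R 4.3.3) with TMM factors, robust quasi-likelihood dispersions and 1 coefficient per group, which leaves 4 residual degrees of freedom. Genotypes were compared within each treatment, RANKL with M-CSF within each control genotype, and the interaction of genotype with treatment was tested. Standard errors were derived from the log2 fold change and the F statistic of the test. Calls were made at a Benjamini-Hochberg adjusted p under 0.05 over all tested genes, and counted a second time at the paper's thresholds. These are a p under 0.05, taken here as unadjusted, and a fold change over 1.5. Sets of genes were tested with camera of limma 3.58.1 at a preset correlation between genes of 0.01, adjusted over the lists of a comparison, and members were also adjusted over their list alone. The lists came from textbook knowledge, because the Hallmark sets were not used here. Overlaps of calls and the share of calls near a targeted gene were tested with Fisher's exact test (scipy 1.17.1, Python 3.11.15), and figures were drawn with matplotlib 3.10.9. Fisher's test takes genes as independent, which genes regulated together are not.

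The genes named in the text follow a rule. It takes every gene that the paper's text, Fig. 6c, Fig. 7a, Fig. 8d or Table S1 names, where the values of Table S1 had been seen. For each genotype comparison under RANKL it takes the 10 genes with the largest change in each direction among those past the adjusted threshold whose 2 deficient libraries lie beyond both control libraries. Where fewer pass, all of them are taken, and then up to 10 in all by the smallest unadjusted p among genes past the paper's thresholds, given as not passing. For macrophages and interactions the number is 5, and for each list described up to 4 members with the smallest p are named. Some genes that the rule takes are not reported here. Genes outside the rule are marked where they are given.

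The alternatives were DESeq2's size factors, the Wald test of DESeq2 1.42.0, edgeR's likelihood ratio test, limma-voom, the genes of filterByExpr, no filter on low counts, a fit of only the 2 groups compared, the replicate number as a block, and leaving out each library in turn. For lists they were camera with an estimated correlation and fry of limma, which tests a set against no change and not against other genes, and for single results another window, threshold, direction or definition of induced genes. The steps were tested on simulated data with known changes before use, and further simulations drew counts from the measured means and dispersions. The earlier days of RANKL, protein data and the paper's other assays were not analysed here.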

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

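The tests of lower Irf7 as a cause of changes near Srebf2 and of a region on chromosome 6 were chosen after the result was seen, and the tests of genes near Srebf2 and near Irf7 were not.

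In SREBP2-deficient cells, genes past the paper's thresholds lay near Srebf2 more often than elsewhere, with 14 of 193 tested genes within 10 Mb against 159 of 10570 in osteoclasts (odds ratio 5.119, 95% confidence interval 2.68 to 9.07, Fisher's exact p = 2.6e-06) and 14 of 193 against 68 of 10570 in macrophages (odds ratio 12.07, 95% confidence interval 6.15 to 22.2, Fisher's exact p = 1.7e-10). Between 70 and 80 Mb of chromosome 15 there were 12 such genes in osteoclasts and 13 in macrophages, and 9 genes (Dennd3, Arc, Jrk, Them6, Ly6a, Ncf4, Csf2rb2, Mfng and Apobec3) were past the thresholds in both treatments, each with the same sign. Of the 12 genes changed in osteoclasts that could be tested in IRF7-deficient osteoclasts 2 (16.67%), Ly6e and Ly6a, changed the same way there at an unadjusted p under 0.05. Lower Irf7 as the cause is argued against for Them6, Ncf4 and Mfng. Their log2 fold changes were 1.71, 0.68 and -2.37 in SREBP2-deficient and -0.25, -0.23 and 0.20 in IRF7-deficient osteoclasts. The rest had the same sign in both. A gene that does not pass with 2 libraries a group may still change, so for the rest this cause stays open in IRF7-deficient osteoclasts. The odds ratio for the region in those cells was 0.695 (95% confidence interval 0.0828 to 2.59), which by itself does not exclude an excess. Sequence of another strain around the floxed allele would give this pattern and stays open, as does an effect of the deleted segment on its neighbours, which was not tested. Rpl3-ps1, called higher in both treatments, lies on chromosome X and so counts as outside this region. Of its 50-base sequences 91.4% also occur in Rpl3, 2055313 bases from Srebf2. Whether its reads come from Rpl3 was not tested. Near Irf7 5 of 93 genes were past the thresholds in SREBP2-deficient osteoclasts (odds ratio 3.55, unadjusted Fisher's exact p = 0.0169). Among 272 bins of 10 Mb, the bin that holds Irf7 did not pass in these osteoclasts or macrophages (Fisher's exact test, adjusted p = 0.068 and 1), while that of 70 to 80 Mb on chromosome 15 passed in both (adjusted p = 2.9e-05 and 2.4e-10).

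In IRF7-deficient cells, 2 of 94 genes within 10 Mb of Irf7 were past the paper's thresholds in osteoclasts (Lrrc27 and Ifitm1) and 2 in macrophages (Lrrc27 and Pwwp2b). The odds ratios were 1.449 (95% confidence interval 0.171 to 5.47, Fisher's exact p = 0.652) and 3.788 (95% confidence interval 0.442 to 14.7, Fisher's exact p = 0.104). With 2 genes each, flanking sequence of another strain and an even spread over the genome cannot be told apart.

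Between 130 and 140 Mb of chromosome 6 there were 4 genes past the paper's thresholds in IRF7-deficient macrophages, Emp1, Hebp1, Mgst1 and Smco3, of 27 tested. In osteoclasts 2 of the 27 were past the thresholds (odds ratio 5.366, 95% confidence interval 0.611 to 21.8, Fisher's exact p = 0.0603). In the next 10 Mb, 3 genes were past the thresholds in macrophages, all higher, and 3 in osteoclasts, with 1 higher (Fisher's exact test, adjusted over 272 bins, adjusted p = 0.148 and 0.504), and Stk38l was in both. The interval above includes both no excess and a large one, and the next bin did not pass, so a segment of another strain and a grouping without one cannot be told apart, and no biological explanation was tested.

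The paper does not report the genotype comparisons in macrophages over all genes, where 6 genes in SREBP2-deficient and 2 in IRF7-deficient cells, Irf7 and Atp10d, passed an adjusted p under 0.05 in edgeR. Without any single library of the 2 groups these counts were 2 or 3, and 0 or 1. Neutrophil markers were lower in SREBP2-deficient macrophages, with 9 of 9 below 0 (limma's camera, adjusted p = 2.9e-16, and adjusted p = 0.096 with an estimated correlation), and higher in IRF7-deficient macrophages, with 11 of 11 above 0 and a median of 0.78 (adjusted p = 6.6e-05, and adjusted p = 0.547 with an estimated correlation). In IRF7-deficient macrophages the call was lost without WT replicate 1 (0.360) and without IRF7-deficient replicate 2 (0.391, in the other direction). In SREBP2-deficient macrophages S100a8 had a log2 fold change of -1.16, S100a9 of -1.15 and Lcn2 of -1.27, and these 3 were lower when adjusted over the list alone. Interferon-stimulated genes were lower in both, with 35 of 38 below 0 in SREBP2-deficient macrophages (limma's camera, adjusted p = 0.00126, and adjusted p = 0.912 with an estimated correlation) and 38 of 40 in IRF7-deficient macrophages (adjusted p = 8.5e-25, and adjusted p = 0.399 with an estimated correlation). In SREBP2-deficient macrophages the set was higher without control replicate 1 (adjusted p = 1.05e-21) and not called without SREBP2dM replicate 1 (0.290), so its direction there rests on single libraries. Of the mast cell and basophil markers 2 were measured in IRF7-deficient macrophages, Prss34 at 2.17 and Hdc at 1.37 (limma's camera, adjusted p = 3.5e-09, and adjusted p = 0.137 with an estimated correlation), from means of 3.17 and 3.81 CPM. Between 170 and 180 Mb of chromosome 1, 8 of 77 tested genes were past the paper's thresholds in IRF7-deficient osteoclasts (Fisher's exact test, adjusted over 272 bins, adjusted p = 0.00473). They were Fcgr3, Fcgr4, Ifi203, Ifi209, Ifi211, Mndal, Nectin4 and Slamf7, each of them lower. Fisher's test takes genes as independent, so neighbours that move together make its p too small.

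The effect of SREBP2 deficiency on 3 lists differed between osteoclasts and macrophages by a test of the interaction, each being lower with RANKL (limma's camera): interferon-stimulated genes (adjusted p = 1.2e-06, median -0.26), MHC class II presentation (adjusted p = 9.55e-06, median -0.50) and macrophage genes (adjusted p = 3.6e-04, median -0.28). With an estimated correlation the adjusted p values were 0.611, 0.499 and 0.499. Without control macrophage replicate 2 interferon-stimulated genes were higher (adjusted p = 0.0329), and macrophage genes lost their call (0.0755), as they did without SREBP2dM macrophage replicate 2 (0.184). For IRF7 deficiency the same lists gave an adjusted p of 4.5e-26 (median -0.56), of 1.3e-05 (median -0.52) and of 1.3e-05 (median -0.40), each gave 0.262 with an estimated correlation, and macrophage genes lost their call without WT macrophage replicate 2 (0.0981).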

How the results depend on the processing

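Chosen after the data were seen were edgeR's newer quasi-likelihood method and the lists and overlap without genes near a targeted gene. In data simulated at the depth and size of the SREBP2 osteoclast comparison, genes changed 1.5-fold, 2-fold and 4-fold reached an adjusted p under 0.05 in 14.3%, 66.3% and 90.3% of cases. The mean number of false calls was 14.6 by the quasi-likelihood test, 25.2 by the likelihood ratio test, 24.6 by DESeq2 and 10.6 by limma-voom. Those libraries were drawn independently with a single dispersion per gene, so these values need not hold for the measured libraries. Where a library is left out, the lone library of its group is assumed to vary like the other groups.

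The fall of Srebf2 in osteoclasts and macrophages kept its direction and its call under every alternative run for it, and the counts of genes changed by RANKL in both control genotypes stayed within 1.5 times. For the genes taken in each genotype comparison by size of change or smallest p, and those whose fold change the text prints, a choice made after their values were seen, 138 results under 1854 alternatives kept direction and side of the threshold in 1651, lost a call in 32, gained a call in 169 and changed direction in 2. Over every gene that the naming rule took, 1311 results under 18021 alternatives, 650 changed direction on 393 results of which 0 were called in edgeR, 617 of them with a library left out, 139 lost a call and 395 gained a call. For the lists, 383 of 512 kept their side, 122 did not pass, fry's included, and 7 changed direction.

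Counts are given from the value printed at the claim to that under the alternative, and P marks the paper's thresholds. The cause of these shifts was not tested. For induced interferon genes an alternative can also change which genes rose with RANKL. With DESeq2: SREBP2 osteoclasts 4 to 25, SREBP2 macrophages 6 to 20, SREBP2 interaction P 77 to 38, IRF7 osteoclasts 2 to 22, IRF7 macrophages 2 to 4, shared adjusted calls 0 to 1, RANKL-induced interferon genes 0 to 1 and P 1 to 2. With the likelihood ratio test: 4 to 28, 6 to 19, 2 to 28 and 2 to 9 for the same 4 comparisons, IRF7 interaction 0 to 1, shared adjusted calls 0 to 2, induced interferon genes 0 to 1 and P 1 to 3. With limma-voom: SREBP2 interaction P 77 to 51, IRF7 osteoclasts 2 to 0, IRF7 macrophages 2 to 1 and induced interferon genes P 1 to 6, while Irf7 at -5.49 in osteoclasts and -6.79 in macrophages no longer passed (adjusted p = 0.195 and 0.150). With no filter on low counts: SREBP2 osteoclasts 4 to 132 and P 174 to 426, macrophages 6 to 67 and P 83 to 238, interaction 0 to 2 and P 77 to 268, IRF7 osteoclasts 2 to 95 and P 161 to 353, macrophages 2 to 58 and P 64 to 281, interaction 0 to 11 and P 91 to 294, shared genes 28 to 85, shared adjusted calls 0 to 30, induced interferon genes 0 to 5 and P 1 to 9. With only the 2 groups compared: 4 to 2, 6 to 13 and 2 to 0 in SREBP2 osteoclasts, SREBP2 macrophages and IRF7 osteoclasts, where Irf7 at -5.23 no longer passed. The genes of filterByExpr gave 103 for IRF7 macrophages P 64, the newer edgeR method 3 for induced interferon genes P 1, and the definition from C57BL/6 WT cells 2. At the adjusted threshold the odds ratios near Srebf2 and near Irf7 were 0 in all 4 comparisons, where 3, 5, 1 and 1 called genes remain outside. Rpl3-ps1 is among those outside in both SREBP2 comparisons.

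Calls of lists were lost with an estimated correlation for cholesterol biosynthesis (adjusted p = 0.061) and the 2 interferon lists in SREBP2 osteoclasts (adjusted p = 0.333 and 0.327) and the 2 interferon lists in IRF7 osteoclasts (adjusted p = 0.059 each). Fry of limma asks another question, whether a set moves at all, not whether it differs from other genes. Its directional test did not pass for the same lists (adjusted p = 0.0631, 0.460, 0.380, 0.161 and 0.161) and cholesterol biosynthesis in SREBP2 macrophages (adjusted p = 0.0943), nor its mixed test for the interferon lists (adjusted p = 0.444, 0.38, 0.0952 and 0.0602).

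Without each replicate of the groups in turn, the ranges were 3 to 9 and P 190 to 341 in SREBP2 osteoclasts (9 without control replicate 2, 341 without SREBP2dM replicate 2), 2 to 3 and P 89 to 216 in SREBP2 macrophages (216 without SREBP2dM replicate 2, 172 without control replicate 2), and P 92 to 195 for the SREBP2 interaction (159 without SREBP2dM macrophage replicate 2, 130 and 195 without SREBP2dM osteoclast replicates 1 and 2, 126 without control macrophage replicate 1). They were 0 to 11 and P 138 to 306 in IRF7 osteoclasts (11 and 300 without IRF7-deficient replicate 1, 0 and 306 without WT replicate 1, 0 without WT replicate 2), 0 to 1 and P 68 to 109 in IRF7 macrophages (109 without IRF7-deficient replicate 1), and P 72 to 215 for the IRF7 interaction (215 and 143 without IRF7-deficient osteoclast replicates 1 and 2, 178 without WT osteoclast replicate 1). Shared genes ranged from 17 to 41 (17 without IRF7-deficient osteoclast replicate 2) and induced interferon genes P from 1 to 12 (12 without LysM-Cre macrophage replicate 1, 4 without IRF7-deficient osteoclast replicate 1, 2 without WT osteoclast replicate 1). Irf7 ranged from -6.54 to -4.53 in osteoclasts, its call lost without either WT library (-5.05 and -5.40), and from -7.73 to -6.20 in macrophages, its call lost without any 1 of the 4 (-7.73, -6.20, -6.49 and -6.89). Ly6a with RANKL in C57BL/6 WT cells ranged from -0.53 to 0.80 and Gbp7 in IRF7-deficient osteoclasts from -0.421 to 0.0658. Camera's adjusted p ranged from 1.6e-25 to 0.270 for amino acid response genes in SREBP2 osteoclasts (0.0317 in the other direction without SREBP2dM replicate 1, 0.270 without control replicate 2). In IRF7 osteoclasts it ranged from 6.4e-10 to 0.938 for these genes and from 1.6e-07 to 0.726 for V-ATPase subunits (0.938 and 0.467, both in the other direction, without WT replicate 2, and 0.0927, in the other direction, and 0.726 without IRF7-deficient replicate 1). For interferon-stimulated genes it ranged from 1.68e-44 to 0.290 in SREBP2 macrophages (1.05e-21 in the other direction without control replicate 1, 0.290 without SREBP2dM replicate 1) and from 1.31e-78 to 0.0329 for the SREBP2 interaction (0.0329 in the other direction without control macrophage replicate 2). For neutrophil markers in IRF7 macrophages it ranged from 6.4e-21 to 0.391 (0.391 in the other direction without IRF7-deficient replicate 2). The causes of these changes were not tested.

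Replicate numbers are shared between groups, and nothing in the sources used here says that equal numbers belong together. Differences between replicates 1 and 2 correlated between groups at 0.0574 to 0.721, with 0.680 and 0.721 between the 2 RANKL groups of each experiment, and the second principal component (4.10% and 4.18% of the variance) separates the numbers in both. Variation shared between the genotypes would cancel in their comparison, and the simulations leave it out. With the replicate block the higher genes of IRF7 osteoclasts P went from 15 to 44, IRF7 macrophages P went from 64 to 129, the IRF7 interaction P from 91 to 154 and induced interferon genes P from 1 to 4.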

Differences from the paper's values

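No setting in this part was chosen after the values were seen. The paper gives 78 genes as higher in SREBP2-deficient osteoclasts at a p under 0.05 and a fold change over 1.5. With that p taken as unadjusted, the count here was 34. Of the alternatives set before the data were examined, leaving out SREBP2dM replicate 1 (52) or 2 (110) or control replicate 1 (60) or 2 (69) came within 1.5 times of the paper's count. Those that did not are DESeq2's size factors (35), the DESeq2 Wald test (27), the likelihood ratio test (43), limma-voom (24), filterByExpr genes (48), no filter on low counts (142), only the 2 groups compared (21) and the replicate block (42). None of these settings gave the paper's count itself.

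The paper states that Ly6a goes up with RANKL in control osteoclasts. The log2 fold change here was -0.47 in LysM-Cre control cells (edgeR adjusted p = 0.136), which passes as a decrease with no filter on low counts and without control macrophage replicate 2, and 0.31 in C57BL/6 WT cells (edgeR adjusted p = 0.584). In C57BL/6 WT cells it was above 0 under the other settings and -0.53 without WT osteoclast replicate 2, and no setting called an increase in either.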

Other observations

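The test of a RANKL response that had gone further in deficient cells was chosen after the result was seen. With RANKL the control cells gained the genes of osteoclasts. Of 24 osteoclast genes, 21 rose and 1 fell in LysM-Cre control cells, with a median log2 fold change of 7.33, and 22 rose and 1 fell in C57BL/6 WT cells, with a median of 6.50 (limma's camera, adjusted p = 1.1e-53 and 2.6e-32, and adjusted p = 0.0024 and 0.0258 with an estimated correlation). Acp5, the tartrate-resistant phosphatase gene, rose by 10.90 and the protease gene Mmp9 by 10.87 in LysM-Cre control cells, and the fusion gene Ocstamp rose by 9.91 in C57BL/6 WT cells; these 3 are named after their values were seen. Proton pump subunits of the V-ATPase rose in 14 of 15 genes in each, and all 19 measured genes of oxidative phosphorylation rose in each. Of 16 macrophage genes 12 fell in LysM-Cre control cells and 14 fell in C57BL/6 WT cells. In all, 3125 genes rose and 3083 fell in LysM-Cre control cells, and 2688 rose and 2430 fell in C57BL/6 WT cells.

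Further lists were tested in SREBP2-deficient osteoclasts, and 0 of all 24 lists passed with an estimated correlation. Genes of fatty acid synthesis were below 0 in 10 of 12, with Fasn, the fatty acid synthase gene, at -0.76 (limma's camera, adjusted p = 0.00595, and adjusted p = 0.356 with an estimated correlation), and the call was lost without SREBP2dM replicate 2 (0.146) or control replicate 1 (0.0886). LXR targets were below 0 in 8 of 9, with the cholesterol exporter gene Abcg1 at -0.99 and the ubiquitin ligase gene Mylip at -0.70 (limma's camera, adjusted p = 1.5e-04, and adjusted p = 0.182 with an estimated correlation). All 14 genes of the ATF4 and amino acid response were above 0 with a median of 0.69, Psat1 of serine synthesis at 0.39 (limma's camera, adjusted p = 1.7e-04, and adjusted p = 0.412 with an estimated correlation), with 0.0317 in the other direction without SREBP2dM replicate 1 and 0.270 without control replicate 2. V-ATPase subunits were above 0 in 13 of 15 (limma's camera, adjusted p = 0.00902, and adjusted p = 0.356 with an estimated correlation), and the call was lost without SREBP2dM replicate 1 (0.357) or control replicate 2 (0.252). Of 24 osteoclast genes 12 were above and 12 below 0 (limma's camera, adjusted p = 0.243). The paper reports higher Itgb3 and Oscar in SREBP2-deficient cells from other experiments (Fig. 2e). In the sequenced osteoclasts Itgb3 was at 776 ± 377 CPM in SREBP2-deficient and 891 ± 303 CPM in control cells (SD, n = 2). Oscar was at 486 ± 32.8 and 466 ± 33.9 CPM. For these lists edgeR called 0 genes at the adjusted threshold, as did DESeq2, limma-voom and the likelihood ratio test, with 1, 2, 1, 0 and 1 at an unadjusted p under 0.05 in the order given.

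In IRF7-deficient osteoclasts LXR targets were below 0 in 8 of 9, with Arl4c, a small GTPase gene, at -0.52 and lower when adjusted over the list alone (limma's camera, adjusted p = 5.5e-08, adjusted p = 0.172 with an estimated correlation, and 0.062 without IRF7-deficient replicate 2). Of 5 measured negative regulators of osteoclast formation listed beforehand 4 were below 0, and 0 passed by themselves or over the list (limma's camera, adjusted p = 0.0101, adjusted p = 0.172 with an estimated correlation, 0.474 with no filter on low counts, 0.314 without IRF7-deficient replicate 2 and 0.0618 without WT replicate 1). Amino acid response genes were above 0 in 14 of 14 and V-ATPase subunits in 14 of 15 (limma's camera, adjusted p = 0.0101 each, and adjusted p = 0.714 each with an estimated correlation), and without WT replicate 2 both turned lower (0.938 and 0.467), while without IRF7-deficient replicate 1 the first turned lower (0.0927) and the second lost its call (0.726). Osteoclast genes were above 0 in 19 of 24 (limma's camera, adjusted p = 0.0668).

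Genes lower in the deficient osteoclasts were often genes that fall with RANKL in the control cells of the other experiment. Of 132 genes lower in SREBP2-deficient osteoclasts at the paper's thresholds 59.8% fell with RANKL, against 22.1% of the other genes (odds ratio 5.255, 95% confidence interval 3.65 to 7.61, Fisher's exact p = 2.0e-20). Of 141 lower in IRF7-deficient osteoclasts it was 42.6% against 28.6% (odds ratio 1.85, 95% confidence interval 1.30 to 2.62, Fisher's exact p = 4.8e-04). A candidate explanation is a RANKL response that had gone further in the deficient cells, and it stays a hypothesis. Genes higher in the deficient cells were not over-represented among genes that rise with RANKL, with 8 of 31 and 3 of 13 (odds ratio 1.06 and 0.732, Fisher's exact p = 0.837 and 0.768), so the test bears on the falling genes alone.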
